# Transcriptomic profiles reveal differences between the right and left ventricle in normoxia and hypoxia

**DOI:** 10.14814/phy2.14344

**Published:** 2020-01-20

**Authors:** Matthew W. Gorr, Krishna Sriram, Amy M. Chinn, Abinaya Muthusamy, Paul A. Insel

**Keywords:** hypoxia, immune cells, pulmonary hypertension, remodeling, right ventricle, transcriptomics

## Abstract

Chronic hypoxia from diseases in the lung, such as pulmonary hypertension, pulmonary fibrosis, and chronic obstructive pulmonary disease, can increase pulmonary vascular resistance, resulting in hypertrophy and dysfunction of the right ventricle (RV). In order to obtain insight into RV biology and perhaps uncover potentially novel therapeutic approaches for RV dysfunction, we performed RNA‐sequencing (RNA‐seq) of RV and LV tissue from rats in normal ambient conditions or subjected to hypoxia (10% O_2_) for 2 weeks. Gene ontology and pathway analysis of the RV and LV revealed multiple transcriptomic differences, in particular increased expression in the RV of genes related to immune function in both normoxia and hypoxia. Immune cell profiling by flow cytometry of cardiac digests revealed that in both conditions, the RV had a larger percentage than the LV of double‐positive CD45^+^/CD11b/c^+^ cells (which are predominantly macrophages and dendritic cells). Analysis of gene expression changes under hypoxic conditions identified multiple pathways that may contribute to hypoxia‐induced changes in the RV, including increased expression of genes related to cell mitosis/proliferation and decreased expression of genes related to metabolic processes. Together, the findings indicate that the RV differs from the LV with respect to content of immune cells and expression of certain genes, thus suggesting the two ventricles differ in aspects of pathophysiology and in potential therapeutic targets for RV dysfunction.

## 1 INTRODUCTION

Chronic hypoxia in diseases such as pulmonary hypertension, chronic obstructive pulmonary disease, and pulmonary fibrosis can lead to increased pulmonary vascular resistance and result in increased afterload to the right ventricle (RV) (Lettieri, Nathan, Barnett, Ahmad, & Shorr, 2006; Ryan & Archer, 2014; Terzano et al., 2010). Similar to the pathobiology of the left ventricle (LV), this compensatory action by the RV leads to hypertrophy, which may then lead to RV failure (Friedberg & Redington, 2014). Although the biology of the RV is generally considered to be identical to that of the LV, RV failure has a poorer prognosis and response to therapy compared to LV disease, due in part to factors independent of the increase in pulmonary arterial (PA) pressure (Ghio et al., 2001). These unexplained factors are manifested as disproportional levels of fibrosis, alterations in metabolism, and RV ischemia (Ryan & Archer, 2014). RV failure is also a strong indicator of poor prognosis is patients with LV failure (Ghio et al., 2001; Meyer et al., 2010). No specific therapies target the RV and current therapeutic strategies for diseases causing RV failure lack efficacy.

Transcriptomic analysis using RNA sequencing (RNA‐seq) is an unbiased approach to define gene expression and may offer a means to study the pathobiology of RV disease and uncover new mechanisms that might help identify novel RV‐specific therapies. Animal models, such as chronic hypoxia, can mimic the RV remodeling in humans in response to increased PA pressure. Here, we utilized RNA‐seq to compare the RV and the LV of Sprague Dawley rats in normoxia and hypoxia. Analyses of the RNA‐seq data revealed differentially expressed genes in pathways not previously invoked in RV biology or dysfunction. Notably, the RV selectively expressed genes related to immune function. Immunoblotting, and flow cytometry revealed that the RV contains an increased number of immune cells. Thus, the RV and LV differ in their gene expression profiles and unexpectedly, in their expression of certain cell types, in particular cells involved in immune function.

## 2 METHODS

### 2.1 Development of RV hypertrophy in rats

All animal procedures were approved by the University of California San Diego (UCSD) Institutional Animal Care and Use Committee. Adult male rats (3–4 mo. old) were housed in a temperature‐controlled environment with a 12 hr light/dark cycle. Rats were subjected to hypoxia (10% O_2_) in a hypobaric chamber or were housed in room air as a normoxic control. After 2 weeks, rats were anesthetized with ketamine and xylazine (100 and 10 mg/kg, respectively) and sacrificed by removing the heart.

### 2.2 RNA isolation from cardiac tissue and RNA‐seq

Hearts were washed with phosphate‐buffered saline (PBS), the atria were removed, and the RV was separated from the LV and weighed. The LV and RV were snap‐frozen in liquid nitrogen and later digested in lysis buffer (Buffer RLT, QIAGEN). RNA was isolated with an RNeasy Mini Kit (QIAGEN) from the LV and RV free walls (*n* = 6 rats for a total of 12 samples). RNA‐seq was conducted at the UCSD Institute for Genomics Center. Libraries were prepared for sequencing of polyadenylated RNA via the TruSeq stranded mRNA protocol (Illumina) and sequenced on an Illumina HiSeq 4000, with samples sequenced at ~30 million 50 bp single reads, on average.

### 2.3 RNA‐seq analyses

Following standard quality control steps on Galaxy (Afgan et al., 2016), FASTQ files were analyzed by Kallisto Bray, Pimentel, Melsted, and Pachter (2016) using Ensembl reference transcriptome for alignment. Transcript expression from Kallisto was converted to gene‐level expression (in transcripts per million (TPM) and estimated counts) via the Tximport package (Soneson, Love, & Robinson, 2015). Estimated counts were used as input to the edgeR package (Robinson, McCarthy, & Smyth, 2010); genes having differential expression (DE) with a false discovery rate (FDR) <0.05 were considered statistically significant. Analysis for gene ontology and other associations with annotated gene sets was conducted with Enrichr (Kuleshov et al., 2016), as described below. Sets of significantly up‐regulated or down‐regulated (FDR < 0.05) genes were separately queried to test the likelihood if certain annotated sets of genes were statistically overrepresented among differentially expressed genes. We evaluated results from Enrichr for Gene Ontology (GO) annotated sets of genes based on a) the biological processes in which they participate, b) the molecular function of their gene products in a cell and c) the cellular compartment with which they are associated with (Mi, Muruganujan, Ebert, Huang, & Thomas, 2019). We also used Enrichr to evaluate associations with certain cell types, based on annotations from the BioGPS database (Wu et al., 2009), which allows one to test whether differentially expressed genes are strongly associated with a particular cell type. Enrichr was then used to test for enrichment of DE genes for specific signaling pathways, based on annotations from the Reactome database (Fabregat et al., 2018). In addition, we tested (via Enrichr) associations of DE genes with specific cellular compartments based on their annotations via the Jensen database (Binder et al., 2014), yielding complementary results for those from the GO cellular compartment analysis. For all analyses via Enrichr, associations were considered statistically significant if they had *q*‐values (i.e., *p*‐values adjusted for multiple testing) <.05.

We used STRING (https://string-db.org/) (Szklarczyk et al., 2015) to visualize networks of DE genes. Default settings (except for hiding unconnected nodes and disabling structure previews) and genes corresponding to highlighted pathways or processes were used as to provide a visual representation of closely associated, simultaneously up‐ or down‐regulated sets of genes.

We also performed gene set enrichment analysis (GSEA) (Subramanian et al., 2005), in which we ranked genes with DE and FDR < 0.05 by fold‐change; negative values were used for reduced expression. GSEA analysis was conducted by using pre‐ranked analysis, with the combined GO gene sets (collection C5 in the MSigDB database curated by the Broad institute, (http://software.broadinstitute.org/gsea/msigdb/index.jsp), which yields a combined enrichment analysis by using the GO annotations for biological processes, molecular function and cellular compartment. One obtains information regarding which annotated gene sets are enriched. The GSEA analysis was thus complementary to and helped confirm findings from analysis via Enrichr, as shown in Results. GSEA‐weighted analysis of genes that are up‐ and down‐regulated confirmed that enrichment for gene sets was specific to those genes that were either up‐ or downregulated, but not both, since such a result would yield net zero enrichment. Gene sets were considered significantly enriched if they had an FDR < 0.05.

Following the GSEA preranked analysis, we performed (via the GSEA software) leading edge analysis on significantly enriched gene sets to identify genes that are members of multiple enriched gene sets. Such genes likely play a role in multiple pathways/processes that are up‐regulated and potentially may be nodal elements in the network of genes dysregulated in hypoxia in this study.

### 2.4 Access to RNA‐seq data

Data have been deposited at NCBI’s Gene Expression Omnibus (GEO) with accession number http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE133402.

### 2.5 Immunoblotting

Pieces of RV and LV tissue were lysed in RIPA buffer and then flash‐frozen. Lysates were electrophoresed on SDS‐PAGE gels, transferred to a nitrocellulose membrane, and blocked with 5% milk in TBS with 0.05% TWEEN®‐20 (TBST). Blots were incubated overnight with anti‐CD45 antibody (Abcam, 10558) or anti‐α‐tubulin (Abcam, MS‐581‐P1ABX), then washed with TBST and incubated with anti‐rabbit HRP (GE Healthcare, NA9340V, for CD45) or anti‐mouse HRP (GE Healthcare, NXA931V, for α‐tubulin) for 1 hr at room temperature. Blots were washed again and developed with ECL substrate (Thermo Fisher Scientific), and imaged on a digital imager.

### 2.6 Immunohistochemistry

Intact heart slices were frozen in optimal cutting temperature (OCT) compound (Tissue‐Tek) and sectioned on a cryostat. Sections were fixed in cold methanol for 20 min, washed with PBS, and stained with hematoxylin and eosin (H&E, Merck KGaA and Fisher Scientific, respectively) or Masson's Trichrome (Abcam).

### 2.7 Flow cytometry

We digested cardiac tissue from a subset of rats in the hypoxic and normoxic groups to obtain a single‐cell suspension for flow cytometry. Rats were anesthetized as indicated above, the heart was flushed with PBS, and the RV and LV free walls were separated. Tissue was cut into ~1 mm^3^ pieces and placed in PBS with collagenase II (150 U/ml, Worthington Biochemical Co., CLS‐2) and incubated for 1 hr at 37°C. Tissue was then triturated and filtered through a 40 μm filter and centrifuged at 250*g* for 8 min. The resulting pellet was resuspended in FACS buffer (PBS with 0.5% BSA and 1 mM EDTA) and stained with antibodies directed against rat CD45‐FITC (Biolegend 202205), CD11b/c‐APC (Biolegend 201809) (leukocyte surface markers) or the respective isotype controls (Biolegend 400107 and 400219) for 20 min, followed by washing with FACS buffer. Single‐stain groups were used for compensation, a method that corrects for the spectral overlap between the different emission spectra of fluorochromes. We conducted flow cytometry in each sample on at least 50,000 events using the BD FACSCanto II (BD Biosciences). Data were analyzed using FlowLogic (Miltenyi Biotec).

## 3 RESULTS

### 3.1 Induction of RV hypertrophy by hypoxia

We isolated cardiac tissue from adult rats subjected to hypoxia or normoxia for 2 weeks. The RV weight/ (LV + septum) weight (Fulton index) was significantly increased in rats exposed to hypoxia (Figure 1a, *n* = 3, Student's *t*‐test *p* < .001). H&E staining of tissue sections revealed an increase in RV chamber thickness and size, and in some portions, thinning of the RV free wall (Figure 1b). Trichrome (blue) staining demonstrated fibrosis in the RV during hypoxia (Figure 1c). Thus, 2 weeks of hypoxia induced significant RV hypertrophy and fibrosis.

**Figure 1:**
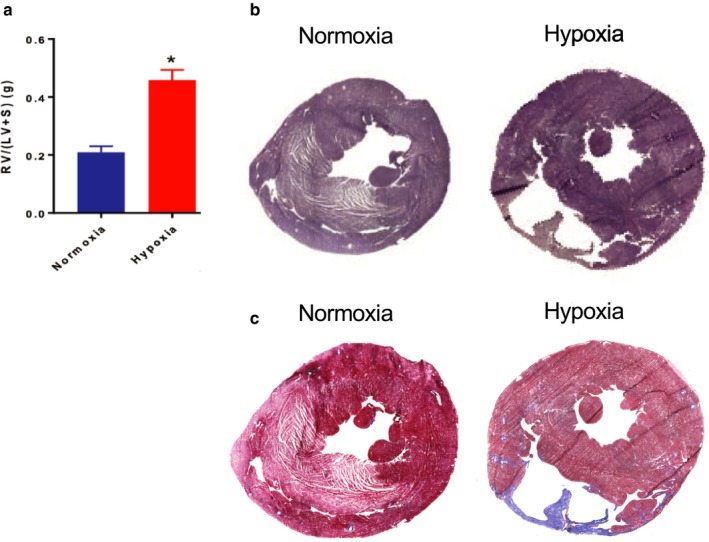
Hypoxia induces right ventricle (RV) remodeling. (a) Fulton index [RV weight/ (LV + septum weight)], *n* = 3, *p<.05 via *t*‐test. Representative staining from hypoxia and normoxia‐treated rats (*n* = 3) shown for (b) H&E and (c) Masson's Trichrome

### 3.2 The RV expresses a distinct set of genes compared to that of the LV in rats exposed to normoxia or hypoxia

We used RNA‐seq to assess differences in gene expression between the RV and LV in normoxia (RV_N_ and LV_N_) and hypoxia (RV_H_ and LV_H_). 

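RNA from the free walls of both ventricles of 6 male rats was sequenced, which gave 12 libraries in 4 groups of 3. The RV_H_ and LV_H_ groups came from 3 rats kept at 10% O_2_ for 2 weeks, and the RV_N_ and LV_N_ groups from 3 rats kept in room air, so each RV library had an LV library from the same heart. The authors quantified transcripts with kallisto and summarized them to genes as estimated counts and transcript abundances (TPM). Within each library the estimated counts were the TPM values times a constant (largest relative spread of the ratio, 1.0e-14), so a gene's count carried no length information beyond its TPM. By group, the estimated counts of a library summed to 21468274 to 39991848 in RV_N_, 26305599 to 28817731 in LV_N_, 23146197 to 27310241 in RV_H_ and 22551488 to 24259648 in LV_H_. Transcripts of the mitochondrial genome made up 45.07% to 45.78% of a library in RV_N_, 46.93% to 50.56% in LV_N_, 38.26% to 44.1% in RV_H_ and 38.74% to 42.33% in LV_H_. The counts were rounded, scaled by TMM and tested with edgeR's quasi-likelihood test in 1 model of all 12 libraries, over the 13756 genes that passed edgeR's expression filter. Fold changes are on the log2 scale, and each standard error is the fold change divided by the square root of the F statistic. Scaling mattered for direction: with library totals in place of TMM, the median log2 fold change of all genes was 0.187 for RV_N_ against LV_N_, 0.129 for RV_H_ against LV_H_, 0.121 for RV_H_ against RV_N_ and 0.173 for LV_H_ against LV_N_, and all fold changes given here are relative to the TMM scale. Gene lists were compared with all other genes by camera, with p adjusted over the 38 lists of a comparison. Camera took a preset correlation between genes of 0.01, and with an estimated correlation 0 of the 91 passing list tests still passed. Other splits of the libraries called up to 21 lists for RV_N_ against LV_N_ (real split 19) and 18 for RV_H_ against LV_H_ (24). They called up to 23 for RV_H_ against RV_N_ (16) and 17 for LV_H_ against LV_N_ (20). A pass at the preset correlation is therefore not by itself evidence of a difference between groups.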

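A gene counted as detected when its estimated count was above 0. The right ventricle had 16472 ± 300 detected genes in normoxia (mean ± SD, n = 3) and the left ventricle 16081 ± 277. In hypoxia the numbers were 16611 ± 281 in the right ventricle and 16297 ± 148 in the left. The mean was 391.7 genes higher in RV_N_ than in LV_N_ and 313.3 genes higher in RV_H_ than in LV_H_ (two-sided exact permutation test that leaves the pairing aside, p = 0.2 for each). Within each of the 6 rats the RV library had more detected genes than the LV library, by 60, 63 and 1052 genes in the normoxic rats and by 184, 663 and 93 in the hypoxic rats. A paired exact test of signs, chosen after these values were seen, gave p = 0.25 for each exposure, the smallest it can give with 3 rats. Hypoxia went with 138.3 more genes in the right ventricle (p = 0.6, unpaired exact test) and 216.7 more in the left (p = 0.4, unpaired exact test). With 3 libraries against 3, the smallest p of the unpaired test is 0.1. The normoxic rat with 1052 more genes in RV had 39991848 estimated counts in that library and 28817731 in its LV library. A threshold of 0 depends on such depth. At a TPM of at least 1, detected genes numbered 11545 ± 88 in RV_N_ and 11115 ± 67 in LV_N_, and 11871 ± 314 in RV_H_ and 11392 ± 489 in LV_H_.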

The ventricles expressed a similar number of transcripts in normoxia (RV_N_: 16,495 ± 301; LV_N_: 16,104 ± 277) and hypoxia (RV_H_: 16,634 ± 282; LV_H_: 16,320 ± 148) (mean ± *SD*, *n* = 3; ANOVA, *p* > .10). DE analysis (using edgeR) revealed 138 genes whose expression was increased and 70 genes with decreased expression (with a false discovery rate [FDR] <0.05) in the RV_N_ group compared to the LV_N_ group (Figure 2a, Table S1) With hypoxia, 203 genes had increased expression and 115 genes had decreased expression in the RV_H_ group compared to the LV_H_ group (Figure 2b, Table S2). 

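In normoxia the transcript of Nppa, the precursor of atrial natriuretic peptide, was lower in the right ventricle, with a log2 fold change of -4.19 (standard error 0.44, adjusted p = 0.0086). Laptm5, a lysosomal membrane protein of blood cells, was higher in RV_N_ with a log2 fold change of 0.66 (standard error 0.09, adjusted p = 0.0486), and so was Clec4a, a C-type lectin receptor of myeloid cells, with a log2 fold change of 2.41 (standard error 0.24, adjusted p = 0.0086). Clec4a lay below the expression level set for naming genes and was chosen after its values were seen. These were the only calls by edgeR's quasi-likelihood test, 2 higher and 1 lower, while 657 genes were higher and 621 lower at an unadjusted p under 0.05. Other tools called 59 higher and 33 lower (edgeR's likelihood ratio test), 150 and 89 (edgeR's exact test), 34 and 44 (DESeq2) and 3 and 2 (limma on log2(TPM + 1)). In hypoxia 24 genes were higher in RV_H_ than in LV_H_ and 38 were lower by the quasi-likelihood test. The hypoxic counts were 271 and 229 by the likelihood ratio test, 235 and 280 by DESeq2, 162 and 122 by the exact test, 46 and 22 by limma and 5 and 9 with library totals in place of TMM. Among called genes with a mean log2 CPM of at least 1 and no overlap between the libraries of the groups, the higher were led by Rarres1 (1.71 ± 0.28, adjusted p = 0.0373), the macrophage marker Adgre1 (1.16 ± 0.20, adjusted p = 0.0442), Lxn (1.10 ± 0.20, adjusted p = 0.0457), Itm2a (1.03 ± 0.18, adjusted p = 0.0463), the leukocyte tetraspanin Cd53 (1.01 ± 0.15, adjusted p = 0.0293), Nrep (0.99 ± 0.18, adjusted p = 0.0463), the macrophage protein Aif1 (0.98 ± 0.18, adjusted p = 0.0481) and Tmem176b (0.92 ± 0.15, adjusted p = 0.0373). The lower genes within the same limits were led by Nppb, the precursor of brain natriuretic peptide, followed by Tnfrsf12a (-1.76 ± 0.30, adjusted p = 0.0442), the actin crosslinker Flnc (-1.52 ± 0.22, adjusted p = 0.029), Dusp8 (-1.45 ± 0.24, adjusted p = 0.042), the growth factor Hbegf (-1.40 ± 0.24, adjusted p = 0.0442), the heat shock cochaperone Dnajb5 (-1.37 ± 0.16, adjusted p = 0.0162), Enah (-1.34 ± 0.18, adjusted p = 0.0233) and Ier5 (-1.20 ± 0.19, adjusted p = 0.0369). The Clec4a call was lost without RV_N_ replicate 2 or 3 or LV_N_ replicate 2 or 3 (adjusted p from 0.0579 to 0.0644), Laptm5 without RV_N_ replicate 1, 2 or 3 or LV_N_ replicate 1, 2 or 3 (adjusted p from 0.0757 to 0.235) and Nppa without RV_N_ replicate 1, 2 or 3 or LV_N_ replicate 2 or 3 (adjusted p from 0.0541 to 0.129). All 16 named hypoxic genes lost the call without RV_H_ replicate 1 (adjusted p from 0.0593 to 0.148), RV_H_ replicate 2 (0.125 to 0.215) and LV_H_ replicate 4 (0.0737 to 0.19), and 15 without LV_H_ replicate 2 (0.0514 to 0.126). With the rat as a block, 0 genes were higher and 2 lower in normoxia (988 and 951 at an unadjusted p under 0.05; Clec4a, adjusted p = 0.084, and Laptm5, adjusted p = 0.0943, were not called), and 102 were higher and 155 lower in hypoxia (Nrep, adjusted p = 0.055, was not called). Both counts changed when 1 library was left out. This also leaves fewer libraries in a group, so a fall alone does not mark a library as apart. The normoxic calls fell whichever library was left out. They were 0 and 0 without RV_N_ replicate 2 or 3 or LV_N_ replicate 2 or 3. They were 1 and 0 without RV_N_ replicate 1 and 1 and 1 without LV_N_ replicate 1. The hypoxic calls were 0 and 0 without RV_H_ replicate 1, RV_H_ replicate 2 or LV_H_ replicate 4, and 0 and 2 without LV_H_ replicate 2. They rose to 111 and 131 without RV_H_ replicate 4 and to 341 and 253 without LV_H_ replicate 1.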

Enriched pathways (*P* adjusted < 0.05) among the DE genes were identified utilizing Enrichr. Figure 3 shows the curated Reactome pathways, cell types and cell compartments based on analysis by BioGPS. Under normoxic conditions, the RV had increased expression of genes associated with the immune system; of note, CD14^+^ (monocyte marker) and CD33^+^ (Siglec‐3 [sialic acid binding Ig‐like lectin 3], myeloid cell lineage marker) cells were the predominantly enriched cell types in the RV (Figure 3a). 

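Of 21 measured macrophage and monocyte markers, all 21 had a positive log2 fold change in RV_N_ against LV_N_, with a median of 0.70. None passed edgeR's quasi-likelihood test over all genes, and 9 were higher when adjusted over the list alone. Among the members were Adgre1 (0.90 ± 0.21, adjusted p = 0.245), which encodes F4/80, the lipid receptor Trem2 (1.56 ± 0.37, adjusted p = 0.245), the colony-stimulating factor receptor Csf1r (0.78 ± 0.21, adjusted p = 0.286) and the lysosomal protein Cd68 (0.93 ± 0.25, adjusted p = 0.296). Other tools called Adgre1 by the likelihood ratio test and the exact test (adjusted p from 0.0334 to 0.579 over all alternatives) and Trem2 by the likelihood ratio test, DESeq2 and the exact test (adjusted p from 0.00883 to 0.635 over all alternatives), and Csf1r by the exact test (adjusted p from 0.00675 to 0.732 over all alternatives), Cd68 by the exact test (adjusted p from 0.0289 to 0.754 over all alternatives) and Cd33 by the exact test (adjusted p from 0.0497 to 0.784 over all alternatives). As a group the markers were higher than other genes (camera, adjusted p = 2.35e-13, and adjusted p = 0.223 with an estimated correlation). So were T and NK cell markers (median 0.50, 13 of 15 positive, camera, adjusted p = 2.87e-05, and adjusted p = 0.199 with an estimated correlation), B cell markers (median 0.71, 6 of 6 positive, camera, adjusted p = 0.0395, and adjusted p = 0.45 with an estimated correlation) and epicardial and mesothelial markers (median 1.45, 7 of 9 positive, camera, adjusted p = 0.0214, and adjusted p = 0.601 with an estimated correlation). Of these, the B cell list did not pass without RV_N_ replicate 2 (adjusted p = 0.301) or LV_N_ replicate 3 (0.158), nor with library totals in place of TMM (0.21, with adjusted p from 0.0147 to 1 over all alternatives). The epicardial list did not pass without RV_N_ replicate 3 (0.135) or LV_N_ replicate 1 (0.0581) or 2 (0.157), nor with library totals (0.126), and passed with the rat as a block (0.000187, with adjusted p from 0.000187 to 1 over all alternatives). Of 18 pan-leukocyte genes, 1 was higher over all genes and 15 when adjusted over the list alone, with a median of 0.73 (camera, adjusted p = 2.14e-17, and adjusted p = 0.0656 with an estimated correlation). Its leading members after Laptm5 were the actin-binding protein Coro1a (0.78 ± 0.14, adjusted p = 0.145), the phosphatase Ptpn6 (0.77 ± 0.14, adjusted p = 0.145) and the integrin subunit Itgb2 (0.88 ± 0.17, adjusted p = 0.184). Of these, other settings called Coro1a by library totals, the likelihood ratio test, DESeq2, the exact test, limma on log2(TPM + 1) and limma on log2(TPM + 0.1) (adjusted p from 3.75e-05 to 0.419 over all alternatives), Ptpn6 by the likelihood ratio test, DESeq2 and the exact test (adjusted p from 0.0106 to 0.456 over all alternatives) and Itgb2 by the likelihood ratio test and the exact test (adjusted p from 0.0317 to 0.547 over all alternatives). Cd14 itself had a log2 fold change of 0.38 (standard error 0.29, adjusted p = 0.742) and Cd33 a log2 fold change of 1.67 (standard error 0.52, adjusted p = 0.392). Measured beside them, 17 cardiac myocyte markers had a median of -0.14 (camera, adjusted p = 0.0173, and adjusted p = 0.601 with an estimated correlation), which did not pass without RV_N_ replicate 3 (adjusted p = 0.069) or LV_N_ replicate 2 (0.157), with adjusted p from 0.00835 to 1 over all alternatives. The paper identifies immune pathways and CD14+ and CD33+ cell types from an enrichment analysis of its called genes, states that RNA of whole tissue cannot tell which immune cell types changed, and examines immune cells with immunoblots and flow cytometry.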

Similar results were found using STRING analysis, in which the RV expresses distinct clusters of genes for antigen presentation, innate immunity and ECM organization (Figure S1). 

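Transcripts of the extracellular matrix lay to the right ventricular side in normoxia as a group, although no single member passed edgeR's quasi-likelihood test. Of 43 matrix and fibrosis genes other than collagens, 37 had a positive log2 fold change in RV_N_ against LV_N_, with a median of 0.33 (camera, adjusted p = 6.86e-05, and adjusted p = 0.601 with an estimated correlation). Of these, periostin (Postn), a matrix protein of activated fibroblasts, had a log2 fold change of 3.64 (standard error 1.24, adjusted p = 0.419). The microfibril protein Mfap2 had a log2 fold change of 1.08 (standard error 0.39, adjusted p = 0.428) and Cthrc1 a log2 fold change of 2.26 (standard error 0.88, adjusted p = 0.457). Of these, other tools called Postn by the exact test (adjusted p from 1.94e-05 to 0.848 over all alternatives) and Mfap2 by the exact test (adjusted p from 0.00426 to 0.85 over all alternatives). Without RV_N_ replicate 2 the log2 fold change was 2.65 for Postn and 1.54 for Cthrc1 (adjusted p = 0.848 and 0.865). The 18 collagens had a median of 0.33, with 14 positive (camera, adjusted p = 0.00399, and adjusted p = 0.601 with an estimated correlation), and 13 fibroblast markers a median of 0.55, with 13 positive (camera, adjusted p = 2.01e-05, and adjusted p = 0.378 with an estimated correlation). The test of the collagens did not pass without LV_N_ replicate 3 (adjusted p = 0.0617) or with library totals in place of TMM (0.105), with adjusted p from 0.000927 to 1 over all alternatives. In each of these 3 lists, 0 genes were called by edgeR's quasi-likelihood test over all genes or when adjusted over the list alone.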

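Of 59 measured cell cycle and mitosis genes, 58 had a positive log2 fold change in RV_H_ against LV_H_, with a median of 1.35. The spindle protein Dlgap5 (1.33 ± 0.22, adjusted p = 0.0373) and the mitotic kinase Aurkb (1.20 ± 0.21, adjusted p = 0.0457) were higher over all genes, and 43 of the list were higher when adjusted over the list alone. The polo-like kinase Plk1 (2.00 ± 0.42, adjusted p = 0.0627) and Nusap1 (1.27 ± 0.27, adjusted p = 0.0637) were among those that did not pass over all genes. The list as a whole was higher than other genes (camera, adjusted p = 3.39e-30, and adjusted p = 0.249 with an estimated correlation). Macrophage and monocyte markers were positive for all 21 genes, with a median of 0.90 (camera, adjusted p = 5.22e-14, and adjusted p = 0.249 with an estimated correlation). Of these, 2 were higher over all genes and 15 when adjusted over the list alone, and Folr2 (1.12 ± 0.23, adjusted p = 0.0627) and Trem2 (1.54 ± 0.34, adjusted p = 0.0732) were next in order. Plk1, Nusap1, Folr2 and Trem2 passed by the likelihood ratio test, DESeq2 and the exact test, with adjusted p over all alternatives from 0.00145 to 0.256, from 0.00153 to 0.241, from 0.00111 to 0.202, from 0.00104 to 0.256. Fibroblast markers were positive for 12 of 13 genes, with a median of 0.73 (camera, adjusted p = 0.000513, and adjusted p = 0.372 with an estimated correlation), and matrix and fibrosis genes for 38 of 43, with a median of 0.64 (camera, adjusted p = 4.42e-09, and adjusted p = 0.372 with an estimated correlation). By edgeR's quasi-likelihood test 0 fibroblast markers were higher and 1 was lower (7 and 1 when adjusted over the list alone), and 0 matrix genes were called (7 higher and 2 lower when adjusted over the list alone). Cardiac myocyte markers had a median of -0.44 (camera, adjusted p = 7.93e-08, and adjusted p = 0.295 with an estimated correlation). LV_H_ replicate 1 lay nearer to the RV_H_ libraries than the other LV_H_ libraries did. Without it, 37 cell cycle genes, 12 macrophage markers, 4 fibroblast markers and 18 matrix genes were higher over all genes, and there were 0 of each without RV_H_ replicate 1, RV_H_ replicate 2, LV_H_ replicate 2 or LV_H_ replicate 4. Without RV_H_ replicate 4, 5 macrophage markers, 3 fibroblast markers and 5 matrix genes were higher. With the rat as a block Aurkb did not pass (adjusted p = 0.0594) and Folr2 did (0.0479). LV_H_ replicate 2 stood apart in erythroid genes, with a mean deviation (log2) of 1.4 against -0.08 and 0.65 in LV_H_ replicates 1 and 4. The erythroid list was lower in RV_H_ than in LV_H_ by camera, but did not pass without LV_H_ replicate 2 (adjusted p = 0.175).

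**Figure D1:**
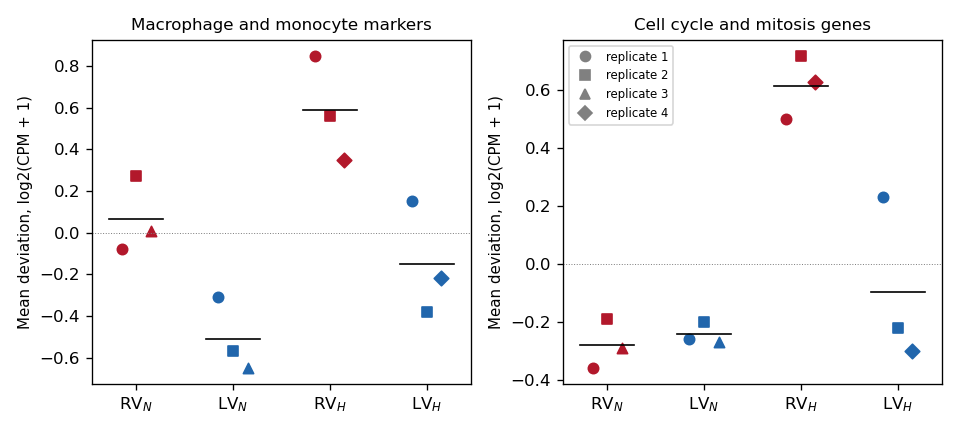
Mean deviation of log2(CPM + 1) from each gene's mean over the 12 libraries, averaged over macrophage and monocyte markers (left) and cell cycle genes (right), by group on the horizontal axis. Each symbol is 1 library, its shape gives the replicate number and the line is the group mean. In the right panel the RV_H_ libraries lie between 0.5 and 0.72, LV_H_ replicate 1 at 0.23 and the other LV_H_ libraries at -0.22 and -0.3.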

Comparison of the RV to the LV in hypoxia revealed that pathways related to cell growth and mitosis were highly enriched, but several immune cell types, including CD14^+^ cells, were also enriched in the RV (Figure 3b, Figure S2). Analysis of RV‐specific pathways (i.e., genes increased in the RV in both normoxia and hypoxia) identified RV‐specific pathways relating to immune cell function. CD14^+^ monocytes were the only cell type significantly enriched in the RV (Figure 3c).

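Only Clec4a and Laptm5 were higher in the right ventricle under both conditions, and 0 genes were lower under both, by edgeR's quasi-likelihood test. In hypoxia, Clec4a had a log2 fold change of 1.42 (standard error 0.21, adjusted p = 0.0293) and Laptm5 a log2 fold change of 0.48 (standard error 0.09, adjusted p = 0.0456). An overlap of 2 genes exceeded that of independent lists of these sizes (Fisher's exact test, p = 2.92e-06). The 2 lists were not independent, since both comparisons used 1 estimate of each gene's spread from all 12 libraries. With the 6 libraries of each comparison alone, 0 genes were called higher in normoxia and 0 in hypoxia. A shared count of 0 was then fixed and does not bear on the overlap. Other tools found 18 genes higher and 11 lower under both conditions (likelihood ratio test), 14 and 15 (DESeq2) and 26 and 18 (exact test). Cd14 had a log2 fold change of 0.48 (standard error 0.28, adjusted p = 0.424) in hypoxia and Cd33 a log2 fold change of 1.53 (standard error 0.47, adjusted p = 0.14). Cd33 passed without LV_H_ replicate 1 (log2 fold change 2.22, adjusted p = 0.033) and by the likelihood ratio test (adjusted p = 0.0449, with adjusted p from 0.033 to 0.404 over all alternatives). With the rat as a block, 0 genes were higher and 1 was lower in the right ventricle under both conditions. That block called 0 genes higher in normoxia, so the shared number higher could only be 0. The number higher under both was 1 without RV_N_ replicate 1 or LV_N_ replicate 1, and 0 without RV_N_ replicate 2 or 3, LV_N_ replicate 2 or 3, RV_H_ replicate 1 or 2, or LV_H_ replicate 2 or 4. Each of these counts of 0 followed from 0 higher calls in the normoxic or the hypoxic comparison.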

**Figure 2:**
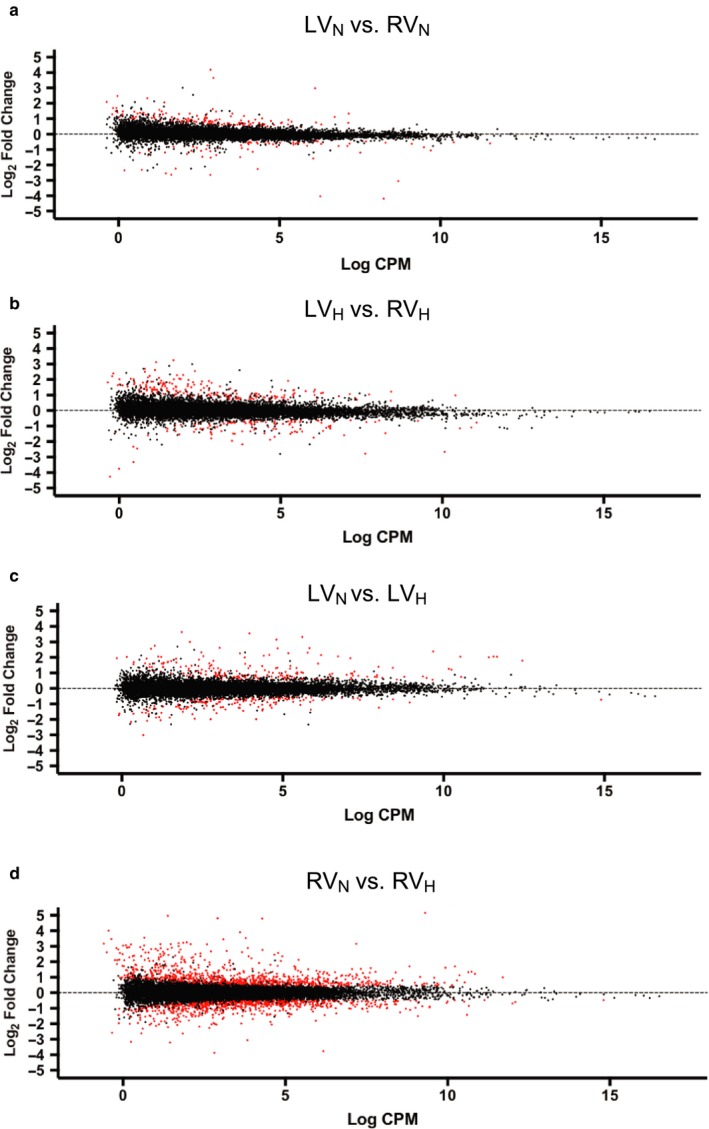
RNA‐seq analysis of rat cardiac tissue. Smear plots show log_2_ fold change versus log_2_ counts per million (CPM) for each differentially expressed gene. Red dots indicate genes with FDR < 0.05. Analyses are shown for: (a) LV in normoxia (LV_N_) versus RV in normoxia (RV_N_), (b) LV in hypoxia (LV_H_) versus RV in hypoxia (RV_H_), (c) LV_N_ versus LV_H_, and (d) RV_N_ versus RV_H_

**Figure 3:**
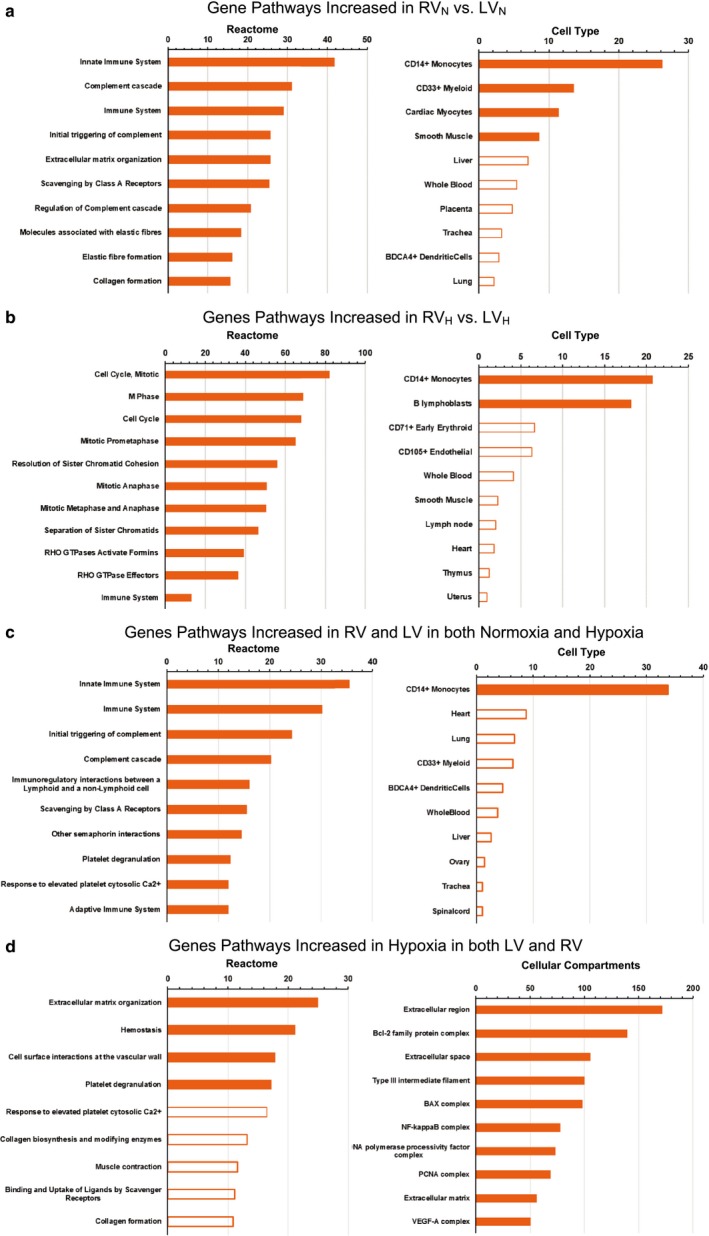
Curated Reactome pathways, cell types and cell compartments. BioGPS was used to analyze up‐regulated genes (with an FDR < 0.05) in comparisons of: (a) RV in normoxia (RV_N_) versus LV in normoxia (LV_N_), (b) RV in hypoxia (RV_H_) versus LV in hypoxia (LV_H_), (c) pathways increased in RV and LV in both Normoxia and Hypoxia, and (d) pathways increased in hypoxia in both LV and RV

### 3.3 Hypoxia alters the expression of many genes in the RV and LV

Comparison of the RV_H_ group to the RV_N_ group identified 1,012 genes whose expression was increased and 845 genes whose expression was decreased (FDR < 0.05, Figure 2c, Table S3). By contrast, 222 genes had increased expression and 160 genes had decreased expression in the LV_H_ compared to the LV_N_ group (FDR < 0.05, Figure 2d, Table S4). 

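Hypoxia raised 1022 genes in the right ventricle and lowered 1045. Within the limits for named genes on expression and overlap, the largest rises were in Nppa, in thrombospondin 4 (Thbs4), a matrix protein of stressed muscle, and in Tceal7 (3.48 ± 0.57, adjusted p = 0.00596), the lipoxygenase Alox15 (3.42 ± 0.88, adjusted p = 0.027), the cell cycle phosphatase Cdkn3 (3.25 ± 0.52, adjusted p = 0.00569), the hemoglobin chaperone Ahsp (3.17 ± 0.91, adjusted p = 0.0403), the LIM domain protein Csrp2 (3.15 ± 0.62, adjusted p = 0.0104) and the cytokinesis protein Prc1 (3.14 ± 0.49, adjusted p = 0.00549). The largest falls within them were in the cytochrome P450 enzyme Cyp2e1 (-3.91 ± 0.50, adjusted p = 0.00342), the ADP-ribosyltransferases Art1 (-3.10 ± 0.45, adjusted p = 0.00442) and Art5 (-2.21 ± 0.49, adjusted p = 0.0155), Ano5 (-2.64 ± 0.37, adjusted p = 0.00409), A930018M24Rik (-2.27 ± 0.51, adjusted p = 0.016), Spock2 (-2.07 ± 0.30, adjusted p = 0.00442), the sodium channel subunit Scn4b (-2.06 ± 0.33, adjusted p = 0.00569) and Klhl33 (-2.05 ± 0.27, adjusted p = 0.00347). Alox15 was at 5.46, 23.7 and 14.2 CPM in RV_H_ replicates 1, 2 and 4, in the same order as the erythroid gene Ahsp (2.46, 8.78 and 4.9). Libraries of both groups did not overlap for 38.5% of the genes tested, where chance gives 10%. With library totals in place of TMM, 864 genes were higher and 429 lower. The counts were 320 and 345 without RV_N_ replicate 1, 393 and 453 without RV_N_ replicate 3, 394 and 342 without RV_H_ replicate 1 and 339 and 292 without RV_H_ replicate 2. Of the named genes, the call was lost for 5: that of Alox15 without RV_N_ replicate 1, 2 or 3 or RV_H_ replicate 2 (adjusted p from 0.0707 to 0.0989), that of Ahsp without RV_N_ replicate 1, 2 or 3 or RV_H_ replicate 1, 2 or 4 (adjusted p from 0.0517 to 0.143), that of Csrp2 without RV_N_ replicate 1 (adjusted p = 0.0509), that of A930018M24Rik without RV_H_ replicate 2 (adjusted p = 0.0704) and that of Art5 without RV_H_ replicate 1 (adjusted p = 0.0565).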

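In the left ventricle 96 genes rose with hypoxia and 92 fell. Within the same limits the largest rises were in Alox15 (4.48 ± 0.89, adjusted p = 0.0396), the lymphocyte antigen Cd52 (3.93 ± 0.62, adjusted p = 0.0155), the calmodulin regulator Pcp4 (3.02 ± 0.62, adjusted p = 0.0449), the adhesion molecule Ncam1 (2.61 ± 0.41, adjusted p = 0.0153), the inhibin subunit Inha (2.59 ± 0.17, adjusted p = 5.31e-05), the TWEAK receptor Tnfrsf12a (2.30 ± 0.31, adjusted p = 0.00818), the stress transcription factor Atf3 (2.27 ± 0.48, adjusted p = 0.0497) and Rnd1 (2.17 ± 0.35, adjusted p = 0.0179). The largest falls within them were in Ddn (-2.05 ± 0.39, adjusted p = 0.0337), Fam131c (-1.99 ± 0.11, adjusted p = 1.8e-05), the lipase Pnpla3 (-1.96 ± 0.33, adjusted p = 0.0187), Fam81a (-1.87 ± 0.32, adjusted p = 0.0225), Acmsd (-1.86 ± 0.34, adjusted p = 0.0317), the urocortin receptor Crhr2 (-1.60 ± 0.34, adjusted p = 0.0494), Atp8a1 (-1.58 ± 0.31, adjusted p = 0.0382) and the adrenergic receptor Adra1d (-1.57 ± 0.29, adjusted p = 0.032). Alox15 was at 6.21, 81.6 and 20.8 CPM in LV_H_ replicates 1, 2 and 4, again in the order of Ahsp (2.15, 30.9 and 6.73). Genes without overlap between the groups made up 21.5% of those tested, against 10% by chance. With library totals in place of TMM, 174 were higher and 28 lower. The counts were 17 and 14 without LV_N_ replicate 1, 44 and 42 without LV_N_ replicate 2, 25 and 16 without LV_N_ replicate 3, 77 and 27 without LV_H_ replicate 1 and 41 and 25 without LV_H_ replicate 2. Of the 16 named genes, Inha and Fam131c kept the call without any 1 library, while 14 lost it without LV_N_ replicate 1 (adjusted p from 0.0547 to 0.167), 9 without LV_N_ replicate 2 (0.052 to 0.106), 12 without LV_N_ replicate 3 (0.0676 to 0.167), 7 without LV_H_ replicate 1 (0.0614 to 0.129), 10 without LV_H_ replicate 2 (0.0503 to 0.117) and 6 without LV_H_ replicate 4 (0.0564 to 0.097).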

Certain genes had altered expression with hypoxia in both the RV and the LV: expression of 61 genes was increased and of 49 genes was decreased in both the LV_H_ and RV_H_ groups compared to their normoxic controls. These genes included the gene for natriuretic peptide A (NPPA/ANP), which is up‐regulated in hypoxia by HIF‐1α Chun et al., (2003). 

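Between the ventricles, 62 genes rose with hypoxia in both and 76 fell in both. Independent lists of these sizes would share 7.13 rising genes and 6.99 falling genes (Fisher's exact test, p = 1.62e-46 and p = 6.29e-70). Alox15, an arachidonate lipoxygenase, was among the genes that rose in both, and among the hypoxic libraries of each ventricle its counts followed the order of those of Ahsp. The potassium channel gene Kcna7 fell in both, with a log2 fold change of -1.94 (standard error 0.35, adjusted p = 0.00784) in the right ventricle and a log2 fold change of -2.14 (standard error 0.36, adjusted p = 0.0198) in the left. The ventricles came from the same rats, so the lists were not drawn from independent animals, and both comparisons used 1 estimate of each gene's spread. The shared genes were 13 higher and 13 lower without LV_N_ replicate 1, 28 and 33 without LV_N_ replicate 2, 19 and 14 without LV_N_ replicate 3, 38 and 20 without LV_H_ replicate 1 and 27 and 19 without LV_H_ replicate 2, and 37 were higher without RV_N_ replicate 1. The Kcna7 call in the left ventricle was lost without LV_N_ replicate 1 or 3 or LV_H_ replicate 1 or 2 (adjusted p from 0.0664 to 0.0898).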

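Nppa rose in both ventricles. In the right ventricle its normalized count was 1159 ± 381 CPM (counts relative to the TMM-scaled library total) in hypoxia (mean ± SD, n = 3), with a log2 fold change of 5.13 (standard error 0.46, adjusted p = 0.000499). In the left ventricle it was 2498 ± 1414 CPM in hypoxia, with a log2 fold change of 2.05 (standard error 0.40, adjusted p = 0.0378). The difference between these effects was 3.08 on the log2 scale (standard error 0.56, adjusted p = 0.504 from edgeR's quasi-likelihood test), and other tools called the difference of Nppa by the likelihood ratio test and DESeq2 (adjusted p from 9.38e-05 to 0.944 over all alternatives). The transcript of HIF-1α itself, Hif1a, had a log2 fold change of -0.19 (standard error 0.12, adjusted p = 0.332) in the right ventricle and a log2 fold change of -0.22 (standard error 0.13, adjusted p = 0.379) in the left. These values are of RNA and do not give the amount or activity of the HIF-1α protein. Of 20 HIF target genes, 4 rose in the right ventricle (5 when adjusted over the list alone) and 2 in the left (5 higher and 1 lower when adjusted over the list alone), and the medians were 0.07 and 0.05 (camera, adjusted p = 0.158 and 0.218, and adjusted p = 0.482 and 0.541 with an estimated correlation). Lactate dehydrogenase A (Ldha) rose with a log2 fold change of 0.59 (standard error 0.10, adjusted p = 0.00706) in the right ventricle and a log2 fold change of 0.55 (standard error 0.10, adjusted p = 0.032) in the left, and the mitophagy receptor Bnip3 with a log2 fold change of 0.71 (standard error 0.14, adjusted p = 0.0103) and a log2 fold change of 0.75 (standard error 0.14, adjusted p = 0.032). The left ventricular calls were lost for Nppa without LV_N_ replicate 1, 2 or 3 or LV_H_ replicate 2 (adjusted p from 0.052 to 0.141), Ldha without LV_N_ replicate 1, 2 or 3 or LV_H_ replicate 2 or 4 (adjusted p from 0.0521 to 0.109) and Bnip3 without LV_N_ replicate 1, 2 or 3 or LV_H_ replicate 2 or 4 (adjusted p from 0.0636 to 0.117). Called HIF target genes in the right ventricle were 2 without RV_N_ replicate 3 or RV_H_ replicate 1, and in the left 0 rose without LV_N_ replicate 1, 2 or 3 or LV_H_ replicate 2 and 1 did without LV_H_ replicate 4, while 1 fell without LV_N_ replicate 2.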

Analysis of enriched pathways for genes increased in the LV_H_ and RV_H_ samples indicated an increase in extracellular matrix groups, as observed in both the Reactome and Jensen (Cellular Compartments) databases (Figure 3d).

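In the left ventricle, matrix transcripts lay above their normoxic level as a group. Of 43 matrix and fibrosis genes other than collagens, 42 had a positive log2 fold change in LV_H_ against LV_N_, with a median of 0.69 (camera, adjusted p = 3.36e-08, and adjusted p = 0.541 with an estimated correlation). By edgeR's quasi-likelihood test 1 rose over all genes, and 5 rose and 1 fell when adjusted over the list alone. Connective tissue growth factor (Ctgf) had a log2 fold change of 2.07 (standard error 0.32, adjusted p = 0.0144). The collagen chaperone Serpinh1 had a log2 fold change of 0.87 (standard error 0.19, adjusted p = 0.056), Thbs4 a log2 fold change of 4.28 (standard error 1.06, adjusted p = 0.0786) and thrombospondin 1 (Thbs1) a log2 fold change of 1.47 (standard error 0.39, adjusted p = 0.0991). Other tools called Serpinh1 by the likelihood ratio test, DESeq2 and the exact test (adjusted p from 0.000829 to 0.174 over all alternatives), Thbs4 by the likelihood ratio test, DESeq2 and the exact test (adjusted p from 0.000582 to 0.232 over all alternatives) and Thbs1 by the likelihood ratio test, DESeq2 and the exact test (adjusted p from 0.0143 to 0.259 over all alternatives). Serpinh1 also passed without LV_H_ replicate 4 (adjusted p = 0.0298), and without LV_H_ replicate 1 the log2 fold changes of Serpinh1, Thbs4 and Thbs1 were 0.66, 2.80 and 0.81. For 18 collagens the median was 0.44, with 0 called by edgeR over all genes or when adjusted over the list alone (camera, adjusted p = 0.00245, and adjusted p = 0.657 with an estimated correlation). Fibroblast markers were positive for 13 of 13 genes, with a median of 0.48 and 0 called in the same way (camera, adjusted p = 0.00273, and adjusted p = 0.551 with an estimated correlation), and the list did not pass without LV_H_ replicate 1 (adjusted p = 0.127, with adjusted p from 0.000357 to 1 over all alternatives). LV_H_ replicate 1 stood apart, with a mean deviation of 0.68 (log2) for the matrix list against -0.27 and -0.22 in replicates 2 and 4 and of 0.37 for fibroblast markers against -0.32 and -0.23, and without it the test of the collagens gave an adjusted p of 0.27 (adjusted p from 5.67e-06 to 1 over all alternatives). The Ctgf call was lost without LV_N_ replicate 1, 2 or 3 (adjusted p from 0.052 to 0.063).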

Gene set enrichment analysis (GSEA) reveals distinct sets of genes involved in multiple pathways in RV hypertrophy. Figure 4a shows the enriched groups (using Enrichr) among DE genes that are increased in the RV with hypoxia. These groups included extracellular matrix organization and pathways relating to cell signaling and mitosis. 

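Among matrix and fibrosis genes other than collagens, 18 of 43 rose in RV_H_ against RV_N_ and 0 fell, and 28 rose when adjusted over the list alone. The median log2 fold change was 0.96, with 39 positive (camera, adjusted p = 2.07e-09, and adjusted p = 0.636 with an estimated correlation). Osteonectin, encoded by Sparc, rose with a log2 fold change of 0.96 (standard error 0.16, adjusted p = 0.00597), Serpinh1 with a log2 fold change of 1.01 (standard error 0.19, adjusted p = 0.00966) and the lysyl oxidase Loxl1 with a log2 fold change of 1.79 (standard error 0.39, adjusted p = 0.0149). Of 18 collagens 3 rose, and 9 did when adjusted over the list alone, with a median of 0.61 (camera, adjusted p = 0.000318, and adjusted p = 0.658 with an estimated correlation). These were the basement membrane chain Col4a1 (0.92 ± 0.17, adjusted p = 0.00884), the fibrillar chain Col3a1 (1.29 ± 0.30, adjusted p = 0.0186) and Col8a1 (1.73 ± 0.46, adjusted p = 0.0299). RV_H_ replicate 4 had a mean deviation of 0.07 for the matrix list against 0.82 and 0.95 in replicates 1 and 2. In RV_H_ replicates 1, 2 and 4 fibroblast markers stood at 0.75, 0.85 and 0.08 and cardiac myocyte markers at -0.45, -0.46 and -0.06. Called matrix genes were 4, 10 and 5 without RV_N_ replicates 1, 2 and 3 and 3 without RV_H_ replicate 1 or 2, and called collagens 1 without RV_N_ replicate 1 or 3 or RV_H_ replicate 1 or 2 and 8 without RV_H_ replicate 4. Single calls were lost without 1 library, that of Loxl1 without RV_N_ replicate 1 or RV_H_ replicate 1 or 2 (adjusted p from 0.0527 to 0.0649), that of Col3a1 without RV_N_ replicate 1 or 3 or RV_H_ replicate 1 or 2 (adjusted p from 0.0613 to 0.0788) and that of Col8a1 without RV_N_ replicate 1, 2 or 3 or RV_H_ replicate 1 or 2 (adjusted p from 0.0732 to 0.121).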

We also used GSEA to assess DE genes that were increased and decreased in the RV_H_ group compared to the RV_N_ group. Other group comparisons were not analyzed with GSEA due to the lower number of DE genes. Figure 4b and c show respectively the 10 most‐enriched GO gene sets that were increased or decreased. In total, 69 GO gene sets were enriched and up‐regulated, the majority of which involved processes related to the cell cycle and cell division. 

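Of 59 cell cycle and mitosis genes, 47 rose in RV_H_ against RV_N_ and 0 fell, and 51 rose when adjusted over the list alone. The median log2 fold change was 2.07, with 57 positive. The centromeric histone Cenpa had a log2 fold change of 2.88 (standard error 0.38, adjusted p = 0.00347), the cyclin-dependent kinase Cdk1 a log2 fold change of 3.10 (standard error 0.46, adjusted p = 0.00484), the chromosomal passenger kinase Aurkb a log2 fold change of 1.60 (standard error 0.22, adjusted p = 0.00376) and securin (Pttg1) a log2 fold change of 2.60 (standard error 0.39, adjusted p = 0.00501). The list was higher than other genes (camera, adjusted p = 3.31e-26, and adjusted p = 0.482 with an estimated correlation). Called members numbered 26 without RV_N_ replicate 1, 29 without RV_N_ replicate 3 and 29 without RV_H_ replicate 2.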

For genes that were down‐regulated, 56 GO sets showed enrichment, the majority of which involved metabolic processes. 

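In the hypoxic right ventricle many genes of mitochondrial fuel use fell. Of 38 fatty acid oxidation genes, 28 fell and 0 rose, and 33 fell when adjusted over the list alone, with a median log2 fold change of -0.75. The acyl-CoA synthetase Acsl1, which activates long-chain fatty acids, had a log2 fold change of -0.85 (standard error 0.11, adjusted p = 0.00342), the acyl-CoA dehydrogenase family members Acad10 and Acad11 were -1.12 (standard error 0.15, adjusted p = 0.00347) and -1.02 (standard error 0.15, adjusted p = 0.0043), and the trifunctional protein subunit Hadha was -0.96 (standard error 0.14, adjusted p = 0.00442). The list test gave adjusted p = 1.63e-17 by camera, and adjusted p = 0.482 with an estimated correlation. Of 22 genes of branched-chain and other amino acid catabolism, 13 fell, and 19 fell and 1 rose when adjusted over the list alone (camera, adjusted p = 1.55e-09, and adjusted p = 0.482 with an estimated correlation). Propionyl-CoA carboxylase Pccb had a log2 fold change of -0.90 (standard error 0.14, adjusted p = 0.00506) and the kinase Bckdk a log2 fold change of -0.70 (standard error 0.11, adjusted p = 0.00569). Of 22 genes of the citric acid cycle and pyruvate dehydrogenase, 7 fell and 10 did when adjusted over the list alone, with a median of -0.35 (camera, adjusted p = 8.78e-07, and adjusted p = 0.642 with an estimated correlation), among them Suclg1 (-0.58 ± 0.13, adjusted p = 0.0153) and Ogdh (-0.76 ± 0.17, adjusted p = 0.0183). In RV_H_ replicates 1, 2 and 4 the mean deviation (log2) was -0.46, -0.58 and -0.21 for fatty acid oxidation, -0.53, -0.58 and -0.07 for amino acid catabolism and -0.42, -0.39 and -0.03 for the citric acid cycle. Cardiac myocyte markers stood at -0.45, -0.46 and -0.06 in the same libraries. The RV_N_ libraries stood at 0.41, 0.23 and 0.15, at 0.31, 0.11 and 0.15, and at 0.16, -0.01 and 0.07 for these lists. Their myocyte markers stood at 0.09, 0.02 and -0.03. RV_H_ replicate 4 thus lay further below RV_N_ in fatty acid oxidation and amino acid catabolism than in myocyte markers. In the citric acid cycle it lay only slightly below the lowest RV_N_ library. Called fatty acid oxidation genes were 17 without RV_N_ replicate 1 and 18 without RV_H_ replicate 2, those of amino acid catabolism 4, 6, 3 and 4 without RV_N_ replicates 1 and 3 and RV_H_ replicates 1 and 2 and 20 without RV_H_ replicate 4, and those of the citric acid cycle 0, 1, 0 and 0 without the same 4 libraries and 14 without RV_H_ replicate 4. Single calls were lost without 1 library, that of Suclg1 without RV_N_ replicate 1 or RV_H_ replicate 1 or 2 (adjusted p from 0.0593 to 0.065) and that of Ogdh without RV_N_ replicate 1 or 3 or RV_H_ replicate 1 or 2 (adjusted p from 0.0507 to 0.0784).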

The q‐value for all groups shown was ~0, implying that these associations have very high statistical significance. Leading edge analysis of up‐regulated genes revealed that 44 genes are common in ≥10 of the 69 enriched gene sets that are up‐regulated and that 47 genes are common in ≥10 of the 56 enriched down‐regulated gene sets, implicating these genes as potentially parallel regulators of multiple enriched processes (Figure 4d and e).

**Figure 4:**
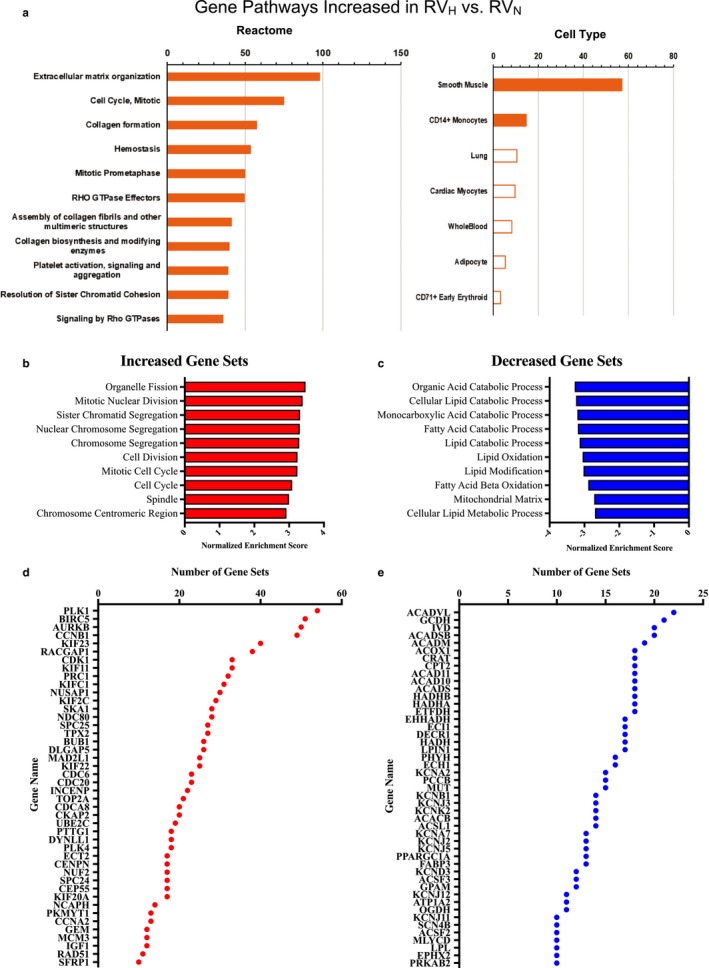
Comparison of gene changes between the RV in hypoxia and the RV in normoxia. (a) Curated Reactome pathways cell type based on analysis by BioGPS and gene set enrichment analysis for genes with DE (and a FDR < 0.05) that are (b) increased (from 69 total genes sets) and (c) decreased (from 56 total gene sets). Leading edge analysis of (d) up‐regulated genes and (e) down‐regulated genes, implicating these genes as potential regulators in parallel of multiple enriched, regulated processes

### 3.4 The RV has more resident immune cells than does the LV

Since we found multiple GO terms that involve immune cell function in the comparison of the RV to the LV, we sought to independently confirm these findings at the protein level by assessing immune cell expression using immunoblotting and immunofluorescence of LV and RV tissue from rats subjected to normoxia or hypoxia. Because RNA‐seq was conducted on whole tissue, the gene expression data could not identify changes in particular immune cell types. We used CD45, a hematopoietic cell marker that detects multiple types of leukocytes (including T cells, B cells, dendritic cells, macrophages/monocytes, and granulocytes), and CD11b/c, which is predominantly a macrophage and dendritic cell marker but can also be present on other leukocytes. Immunoblotting revealed that CD45 expression (a hematopoietic cell marker) was increased in the RV of both normoxia and hypoxia hearts (Figure 5a, *p* < .05 via two‐way ANOVA for ventricle difference, *n* = 3 hearts/group). To obtain more quantitative data, we performed flow cytometry (with gating to remove debris and assess only single cells) to examine the immune cell profile in normoxic and hypoxic LV and RV. We examined expression of the leukocyte surface markers CD11b/c and CD45. We found an increase in the CD45^+^/CD11b/c^+^ population in the RV compared to the LV of rats exposed to normoxia or hypoxia ((*p* < .05 via two‐way ANOVA) but without changes induced by hypoxia. (Figure 5b–d). Analysis of each RV with the LV from the same heart showed that the RV’s had on average, a 4‐fold higher percentage of double‐positive cells (Figure 5d).

**Figure 5:**
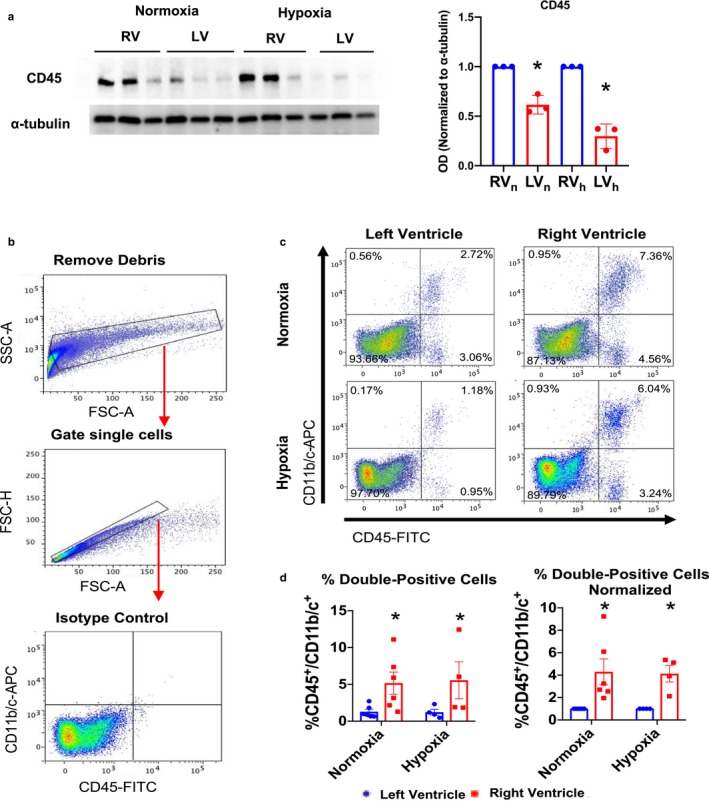
The rat RV contains more immune cells than the LV in normoxia and hypoxia. (a) Representative immunoblot and densitometric calculation for CD‐45 and α‐tubulin (loading control), * indicates *p* < .05 for differences between the LV and RV via ANOVA. (b) Flow cytometry was performed on cardiac digests (*n* = 4–6 per group): Gating strategy and isotype control are shown (c) representative images of CD11b/c‐APC and CD45‐FITC in cardiac samples from flow cytometry; (d) quantitation of the percentage of double‐positive cells in all samples, as assessed by flow cytometry, with data normalized (to results for LV) for each rat. *p < .05 for ventricle effect via two‐way ANOVA

## 4 DISCUSSION

These studies revealed that exposure of rats to 2 weeks of hypoxia induces RV hypertrophy and numerous changes in gene expression in both the RV and LV. RNA‐seq (with on average, ~30 million 50 bp single reads) identified >16,000 genes expressed in both the RV and LV. 

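Whether hypoxia acted differently on the ventricles was tested gene by gene as the difference between its effect in the right and in the left. Nppa had the difference given above, the mitotic kinase Plk1 had 2.70 on the log2 scale (standard error 0.63, adjusted p = 0.504) and Aurka 0.61 (standard error 0.145, adjusted p = 0.504). By edgeR's quasi-likelihood test 0 genes had a larger effect in the right ventricle and 0 a smaller one, while 541 and 505 did at an unadjusted p under 0.05. The likelihood ratio test called 19 and 9 and DESeq2 12 and 5, Nppa among both, and limma on log2(TPM + 1) 0 and 0. Without LV_H_ replicate 1 there were 11 and 2 by the quasi-likelihood test, Plk1 among them (adjusted p = 0.0458). In simulated data of these sizes, the test of the difference recovered 46 of 66 genes changed 4-fold, 15 of 67 changed 2-fold and 0 of 67 changed 1.5-fold. The simulated genes varied independently of each other, and no simulated library stood apart as LV_H_ replicate 1 did. These numbers therefore do not give the recovery in the real data.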

Although we found many genes with DE between the RV_N_ and LV_N_ groups, the two ventricles showed less DE than occurred with hypoxia, in particular in the RV, which showed the largest number of increases or decreases in gene expression. We identified novel pathways enriched in the RV, as we will discuss below.

Enrichment of DE genes between the RV and LV in normoxia indicated unexpected differences in immune‐related genes. 

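Complement genes lay to the right ventricular side in normoxia as a group. Of 29 measured genes of the cascade, 23 had a positive log2 fold change in RV_N_ against LV_N_, with a median of 0.26 (camera, adjusted p = 0.00113, and adjusted p = 0.45 with an estimated correlation). None passed edgeR's quasi-likelihood test over all genes or when adjusted over the list alone. Factor D of the alternative pathway (Cfd) had a log2 fold change of 0.85 (standard error 0.26, adjusted p = 0.372), the terminal component C7 a log2 fold change of 1.11 (standard error 0.35, adjusted p = 0.396) and properdin (Cfp) a log2 fold change of 0.65 (standard error 0.21, adjusted p = 0.415). Of these, other tools called Cfd by the exact test (adjusted p from 1.94e-05 to 0.761 over all alternatives) and C7 by the exact test (adjusted p from 4.96e-05 to 0.815 over all alternatives). Cd59, which blocks the terminal complex, had a log2 fold change of -0.28 (standard error 0.08, adjusted p = 0.348).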

Pathways increased in the RV compared to the LV included “Innate Immune System,” “Complement Cascade,” “Immune System,” “Initial Triggering of Complement,” and “Regulation of Complement Cascade.” Thus, the right side of the heart, that is, the RV, may have a different immune “status” than the left side, in particular the LV. That idea is supported by our findings indicating a greater number of resident immune cells and expression of immune cell markers in the RV compared to the LV, as demonstrated by immunoblotting and flow cytometry.

The flow cytometric analysis revealed that the percentage of CD45^+^/CD11b/c^+^ cells in the RV was on average fourfold greater than that of the LV. This result suggests that the RV has a larger number of resident immune cells and may be more poised for certain immune responses than is the LV. 

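All 12 measured genes of MHC class II antigen presentation had a positive log2 fold change in RV_N_ against LV_N_, with a median of 0.77. None passed edgeR's quasi-likelihood test over all genes, and 9 were higher when adjusted over the list alone. The list was higher than other genes (camera, adjusted p = 1.38e-09, and adjusted p = 0.181 with an estimated correlation). The peptide loading chain RT1-DMb had a log2 fold change of 0.40 (standard error 0.09, adjusted p = 0.217) and Ciita, the class II transactivator, a log2 fold change of 1.35 (standard error 0.30, adjusted p = 0.222). RT1-Da and RT1-Bb, class II chains that may share reads with related loci, had log2 fold changes of 0.91 and 1.01 (adjusted p = 0.247 and 0.314). Other tools called RT1-DMb by the likelihood ratio test, DESeq2 and the exact test (adjusted p from 0.0112 to 0.579 over all alternatives) and RT1-Da by the likelihood ratio test, DESeq2 and the exact test (adjusted p from 5.32e-05 to 0.673 over all alternatives).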

STRING analysis on RNA‐seq data comparing the RV to the LV showed that the RV expressed a cluster of genes relating to antigen presentation, which further supports that the larger immune cell population in the RV is due to an increase in macrophages or dendritic cells, the two main professional antigen presenting cells. We speculate that such differences may contribute to the disproportionate fibrotic response (relative to what occurs in the LV) in the setting of RV hypertrophy, such as in pulmonary hypertension (Friedberg & Redington, 2014), since immune cells (e.g., macrophages) contribute to the generation of profibrotic myofibroblasts and subsequent fibrosis (Wynn & Ramalingam, 2012). Perhaps such cells contribute to the fibrosis found in the RV after hypoxia. Further work to define the immune cells and their function in the RV may reveal new insights regarding pathogenesis and therapies targeted to the RV. The pathway analysis of RNA‐seq data complemented these CD45^+^/CD11b/c^+^ results (Figure 3b and c) and suggested that the differentially expressed genes are associated with CD14^+^ monocytes, implying that the CD45^+^/CD11b/c^+^ cells are monocytes/macrophages rather than dendritic cells or other leukocytes.

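Dendritic cell markers were examined beside those of macrophages. Of 10 measured, 7 had a positive log2 fold change in RV_N_ against LV_N_, with a median of 0.38. None passed over all genes by edgeR's quasi-likelihood test, and 3 were higher when adjusted over the list alone. These were the transcription factor Irf8 with a log2 fold change of 0.94 (standard error 0.18, adjusted p = 0.162), the receptor Flt3 with a log2 fold change of 2.01 (standard error 0.44, adjusted p = 0.222) and the lectin Clec10a with a log2 fold change of 0.71 (standard error 0.17, adjusted p = 0.275). Other tools called Irf8 by the likelihood ratio test, DESeq2 and the exact test (adjusted p from 0.00259 to 0.488 over all alternatives), Flt3 by the likelihood ratio test and the exact test (adjusted p from 0.0236 to 0.579 over all alternatives) and Clec10a by the likelihood ratio test and the exact test (adjusted p from 0.0399 to 0.667 over all alternatives). The list test gave adjusted p = 0.0173 by camera, adjusted p = 0.378 with an estimated correlation and adjusted p = 0.0662 with the rat as a block. It was 0.0873 with library totals in place of TMM and 0.135 without RV_N_ replicate 2, with adjusted p from 0.00504 to 1 over all alternatives. In hypoxia the median of the list was 0.42 (camera, adjusted p = 0.00703, and adjusted p = 0.295 with an estimated correlation).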

Since hypoxia increased RV weight, it is perhaps not surprising that the largest number of genes with DE occurred between the RV_H_ and RV_N_ groups: 1,857 genes were significantly increased or decreased in expression. Enrichment analysis revealed that many of these genes relate to cell mitosis and proliferation, perhaps contributing to cardiac remodeling induced by hypoxia or changes in cell‐cycle and cell division‐related processes, associated with increased numbers of nonmyocytes (e.g., fibroblasts and immune cells). Additionally, we observed decreases in expression of gene groups related to catabolic processes including fatty acid catabolism, lipid oxidation, lipid modification and metabolic processes. Those findings are consistent with previous work showing altered metabolism in RV dysfunction (Ryan & Archer, 2014; Sharma et al., 2004) and imply that pathways involved in cardiac energy metabolism may contribute to changes in RV structure and function in disease.

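Of 13 fibroblast markers, 6 rose in RV_H_ against RV_N_ and 1 fell, and 8 rose and 1 fell when adjusted over the list alone (camera, adjusted p = 0.0322, and adjusted p = 0.669 with an estimated correlation). Gelsolin (Gsn), an actin-severing protein, fell with a log2 fold change of -0.95 (standard error 0.10, adjusted p = 0.00174), while the surface antigen Thy1 (2.10 ± 0.52, adjusted p = 0.0227) and Pdgfrl (1.07 ± 0.27, adjusted p = 0.0239) rose. Of 21 macrophage and monocyte markers 8 rose and 0 fell, and 14 rose when adjusted over the list alone (camera, adjusted p = 5.78e-06, and adjusted p = 0.587 with an estimated correlation). The Fc receptor chain Fcer1g (0.56 ± 0.14, adjusted p = 0.025) and Aif1 (0.69 ± 0.18, adjusted p = 0.0265) were among them. The lists of endothelial markers (camera, adjusted p = 0.404, and adjusted p = 0.766 with an estimated correlation) and of smooth muscle and pericyte markers (camera, adjusted p = 0.458, and adjusted p = 0.828 with an estimated correlation) did not pass. By library, the mean deviation (log2) of fibroblast markers was 0.75, 0.85 and 0.08 in RV_H_ replicates 1, 2 and 4. Of 17 cardiac myocyte markers 3 fell and 0 rose (camera, adjusted p = 0.00794, and adjusted p = 0.658 with an estimated correlation). Without RV_N_ replicate 1 or 3 or RV_H_ replicate 1 or 2, 0 fibroblast and 0 macrophage markers rose by edgeR's quasi-likelihood test, and the test of the fibroblast list gave adjusted p of 0.0601, 0.106, 0.0884 and 0.0934 (adjusted p from 0.000808 to 0.669 over all alternatives). Without RV_N_ replicate 2, 5 macrophage markers rose, and 0 myocyte markers fell without RV_N_ replicate 1, 2 or 3 or RV_H_ replicate 1 or 2, against 7 without RV_H_ replicate 4.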

Pathways and genes that are altered in both the RV and LV in response to hypoxia are of particular interest, as these shared changes may contribute to the cardiac response to hypoxia. Hypoxia mediates both cell autonomous and systemic changes, including endothelial signaling in the vasculature, which causes vasoconstriction in the systemic circulation but vasodilation in the pulmonary circulation. Shared genes altered in both ventricles during hypoxia may also result in the release of systemic factors such as circulating catecholamines (Ton & Hammes, 2014) that may cause similar responses via the shared coronary perfusion of both ventricles. Rat models of hypoxia exposure have been well‐characterized for physiological changes, and some studies have measured expression of key genes. However, it will be important to utilize other models of RV hypertrophy, such as pulmonary banding, to distinguish the gene expression changes related to changes in pressure and those related to hypoxia. Our results confirm previous work in rodent models of hypoxia, with respect to expression of fetal genes (*NPPA,* NPPB), fibrotic genes (*TGFB2, CTGF, LTBT2*), and genes marking cardiac hypertrophy (*NPPB, THBS4*) in the heart after exposure to hypoxia (Baertschi et al., 1986; Lew & Baertschi, 1989; Partovian et al., 1998; Toth et al., 1994). 

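Nppb rose in the right ventricle with a log2 fold change of 1.58 (standard error 0.43, adjusted p = 0.0342), and in the left it had a log2 fold change of 1.21 (standard error 0.43, adjusted p = 0.179). Among the fibrotic genes, the growth factor Tgfb2 had a log2 fold change of 1.09 (standard error 0.36, adjusted p = 0.0634) in the right ventricle and a log2 fold change of 0.93 (standard error 0.35, adjusted p = 0.206) in the left. Ltbp2, a latent TGF-β binding protein, rose in the right ventricle with a log2 fold change of 2.78 (standard error 0.79, adjusted p = 0.0384) and had a log2 fold change of 2.23 (standard error 0.87, adjusted p = 0.219) in the left. Thbs4 rose in the right ventricle with a log2 fold change of 4.82 (standard error 0.94, adjusted p = 0.0102). Without LV_H_ replicate 1 the left ventricular log2 fold change of Ltbp2 was 0.59 (adjusted p = 0.763, with adjusted p from 0.0825 to 0.763 over all alternatives). All are from edgeR's quasi-likelihood test. Other tools called Tgfb2 by the likelihood ratio test, DESeq2 and the exact test (adjusted p from 0.0179 to 0.256 over all alternatives) in the right ventricle, where it passed without RV_H_ replicate 4 (adjusted p = 0.0243), and Nppb by the exact test (adjusted p from 0.0049 to 0.372 over all alternatives) in the left. Calls in the right ventricle were lost without 1 library, that of Nppb without RV_N_ replicate 2 or 3 or RV_H_ replicate 1, 2 or 4 (adjusted p from 0.0617 to 0.102) and that of Ltbp2 without RV_N_ replicate 1, 2 or 3 or RV_H_ replicate 1 or 2 (adjusted p from 0.0828 to 0.139).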

Our studies and analysis revealed that certain of these factors (notably, *NPPA* and *NPPB*) were increased in the RV compared to the LV even under normoxic conditions. This result suggests that the RV may be more primed for its response to hypoxia as compared to the LV.

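In normoxia the normalized count of Nppa was 33.1 ± 8.95 CPM in the right ventricle (mean ± SD, n = 3) and 604 ± 212 in the left. That of Nppb was 93.7 ± 56.9 in the right ventricle and 777 ± 58.2 in the left, a log2 fold change of -3.05 (standard error 0.46, adjusted p = 0.0944) for RV_N_ against LV_N_. For both genes every RV_N_ library had a lower count than every LV_N_ library. In hypoxia Nppb stood at 280 ± 82.1 CPM in the right ventricle and 1792 ± 715 in the left (log2 fold change -2.68, standard error 0.45, adjusted p = 0.0401), and Nppa had a log2 fold change of -1.11 (standard error 0.39, adjusted p = 0.188). Nppb passed in normoxia with library totals in place of TMM (adjusted p = 0.0404) and by the likelihood ratio test, DESeq2, the exact test and limma (adjusted p from 3.53e-08 to 0.351 over all alternatives). The hypoxic call of Nppb was lost without RV_H_ replicate 1 or 2 or LV_H_ replicate 2 or 4 (adjusted p from 0.0975 to 0.199).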

The rat model of chronic hypoxia employed in this study is a reversible model of RV hypertrophy that occurs prior to decompensated RV failure (Nehra, Bhardwaj, Kar, & Saraswat, 2016). Thus, our findings reflect what is observed in the nonfailing RV. It will be of interest to identify the transcriptomic alterations that occur in RV failure, which occurs in response to pulmonary hypertension and also in the majority of left heart failure patients (Gulati et al., 2013; Mohammed et al., 2014; Puwanant et al., 2009). Recent work examining tissue from the RV of human heart failure patients found a set of genes that are unique to RV failure compared to LV failure: *WIPI1*, *HSPB6*, *SNAP47* and *MAP4* (Tzimas et al., 2019). These genes, which are altered in human and mouse RV failure, but not in less‐severe stages of mouse RV dysfunction (Tzimas et al., 2019), were not altered in our dataset (FDR > 0.05 RV normoxia vs. RV hypoxia). Those findings provide further evidence that 2 weeks of hypoxia yields RV dysfunction, but not RV failure. 

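Wipi1, a protein of autophagosome formation, had a log2 fold change of -0.34 (standard error 0.11, adjusted p = 0.0632) in RV_H_ against RV_N_. The small heat shock protein gene Hspb6 had a log2 fold change of 0.11 (standard error 0.23, adjusted p = 0.783) and Snap47, a membrane fusion protein, a log2 fold change of 0.14 (standard error 0.09, adjusted p = 0.302). The microtubule-associated protein Map4 had a log2 fold change of -0.03 (standard error 0.10, adjusted p = 0.866). None of the 4 passed edgeR's quasi-likelihood test, and DESeq2 called Wipi1 (adjusted p = 0.0435, with adjusted p from 0.0435 to 0.204 over all alternatives). The sign of Map4 turned with the scaling, since it was 0.09 with library totals.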

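Fibrillin 2 (Fbn2) was below the expression filter and was not tested, with TPM from 0.0 to 0.09 in RV_N_ and from 0.06 to 0.14 in RV_H_. Ctgf, a matricellular growth factor, had a log2 fold change of 0.85 (standard error 0.31, adjusted p = 0.0879) in RV_H_ against RV_N_ by edgeR's quasi-likelihood test. Its normalized count was 32.5 ± 14.3 CPM in RV_N_ (mean ± SD, n = 3) and 58.8 ± 18.9 in RV_H_. Without RV_N_ replicate 3 (adjusted p = 0.0343) or RV_H_ replicate 4 (0.0345) it passed the test, and over all alternatives its adjusted p ranged from 0.0288 to 0.274, with DESeq2 (0.0288) and the likelihood ratio test (0.0438) calling it.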

Similar work in human heart samples from patients with pulmonary arterial hypertension identified key genes that change uniquely in RV failure, including increased *FBN2* (which had a similar trend in our model), and CTGF (which was significantly increased in our model, FDR < 0.05). 

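Angpt1, the agonist of the endothelial receptor Tie2, fell in RV_H_ against RV_N_ with a log2 fold change of -2.00 (standard error 0.32, adjusted p = 0.00569). Its normalized count was 18.8 ± 2.15 CPM in RV_N_ (mean ± SD, n = 3) and 4.73 ± 0.741 in RV_H_. Igf1, insulin-like growth factor 1, rose with a log2 fold change of 1.11 (standard error 0.28, adjusted p = 0.0257). Adh7, an alcohol dehydrogenase, had a log2 fold change of 0.62 (standard error 0.56, adjusted p = 0.488). The values are from edgeR's quasi-likelihood test. The Igf1 call was lost without RV_N_ replicate 2 or 3 or RV_H_ replicate 1 or 2 (adjusted p from 0.0712 to 0.102), and Angpt1 kept its call without any 1 library.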

Additional work using microarrays to assess rat models of RV dysfunction and failure were in agreement with our findings of “markers” of RV dysfunction, including the increase in *ANGPT1*, *IFG1,* and no change in *ADH7* expression (Drake et al., 2011). Other studies have examined transcriptional signatures in similar models such as monocrotaline‐induced pulmonary hypertension in rats (Potus, Hindmarch, Dunham‐Snary, Stafford, & Archer, 2018), and surgically induced pulmonary insufficiency in mice (Reddy et al., 2013). Both models had similarities in gene group changes including cell cycle‐related genes, extracellular matrix organization, and decrease in metabolic pathways.

The data shown here were obtained from RV and LV tissue. Future studies will need to explore if the changes observed in normoxia and hypoxia result from altered expression in cardiac myocytes, cardiac fibroblasts or other nonmyocytes. We believe that the current results reveal numerous findings that merit further investigation to define hypoxia‐induced changes in the heart. This could be further examined by comparing the changes noted here with other models of RV hypertrophy and pulmonary hypertension. The transcriptomic data herein are a resource that may aid in identifying new aspects of pathobiology and perhaps, ultimately novel therapeutic approaches for the RV, perhaps including therapies directed at immune cells.

## CONFLICT OF INTEREST

The authors have no competing interests to declare.

## References

[phy214344-bib-0001] Afgan, E. , Baker, D. , van den Beek, M. , Blankenberg, D. , Bouvier, D. , Čech, M. , … Goecks, J. (2016). The Galaxy platform for accessible, reproducible and collaborative biomedical analyses: 2016 update. Nucleic Acids Research, 44, W3–W10.2713788910.1093/nar/gkw343PMC4987906

[phy214344-bib-0002] Baertschi, A. J. , Hausmaninger, C. , Walsh, R. S. , Mentzer, R. M. , Wyatt, D. A. , & Pence, R. A. (1986). Hypoxia‐induced release of atrial natriuretic factor (ANF) from the isolated rat and rabbit heart. Biochemical and Biophysical Research Communications, 140, 427–433. 10.1016/0006-291X(86)91108-3 2946294

[phy214344-bib-0003] Binder, J. X. , Pletscher‐Frankild, S. , Tsafou, K. , Stolte, C. , O’Donoghue, S. I. , Schneider, R. , & Jensen, L. J. (2014). COMPARTMENTS: Unification and visualization of protein subcellular localization evidence. Database, 2014, bau012.2457388210.1093/database/bau012PMC3935310

[phy214344-bib-0004] Bray, N. L. , Pimentel, H. , Melsted, P. , & Pachter, L. (2016). Near‐optimal probabilistic RNA‐seq quantification. Nature Biotechnology, 34, 525–527. 10.1038/nbt.3519 27043002

[phy214344-bib-0005] Chun, Y.‐S. , Hyun, J.‐Y. , Kwak, Y.‐G. , Kim, I.‐S. , Kim, C.‐H. , Choi, E. , … Park, J.‐W. (2003). Hypoxic activation of the atrial natriuretic peptide gene promoter through direct and indirect actions of hypoxia‐inducible factor‐1. Biochemical Journal, 370, 149–157. 10.1042/bj20021087 12413399PMC1223144

[phy214344-bib-0006] Drake, J. I. , Bogaard, H. J. , Mizuno, S. , Clifton, B. , Xie, B. , Gao, Y. , … Natarajan, R. (2011). Molecular signature of a right heart failure program in chronic severe pulmonary hypertension. American Journal of Respiratory Cell and Molecular Biology, 45, 1239–1247. 10.1165/rcmb.2010-0412OC 21719795PMC3361357

[phy214344-bib-0007] Fabregat, A. , Jupe, S. , Matthews, L. , Sidiropoulos, K. , Gillespie, M. , Garapati, P. , … D’Eustachio, P. (2018). The reactome pathway knowledgebase. Nucleic Acids Research, 46, D649–D655. 10.1093/nar/gkx1132 29145629PMC5753187

[phy214344-bib-0008] Friedberg, M. K. , & Redington, A. N. (2014). Right versus left ventricular failure: Differences, similarities, and interactions. Circulation, 129, 1033–1044.2458969610.1161/CIRCULATIONAHA.113.001375

[phy214344-bib-0009] Ghio, S. , Gavazzi, A. , Campana, C. , Inserra, C. , Klersy, C. , Sebastiani, R. , … Tavazzi, L. (2001). Independent and additive prognostic value of right ventricular systolic function and pulmonary artery pressure in patients with chronic heart failure. Journal of the American College of Cardiology, 37, 183–188. 10.1016/S0735-1097(00)01102-5 11153735

[phy214344-bib-0010] Gulati, A. , Ismail, T. F. , Jabbour, A. , Alpendurada, F. , Guha, K. , Ismail, N. A. , … Prasad, S. K. (2013). The Prevalence and prognostic significance of right ventricular systolic dysfunction in nonischemic dilated cardiomyopathy. Circulation, 128, 1623–1633. 10.1161/CIRCULATIONAHA.113.002518 23965488

[phy214344-bib-0011] Kuleshov, M. V. , Jones, M. R. , Rouillard, A. D. , Fernandez, N. F. , Duan, Q. , Wang, Z. , … Ma’ayan, A. (2016). Enrichr: A comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Research, 44, W90–W97.2714196110.1093/nar/gkw377PMC4987924

[phy214344-bib-0012] Lettieri, C. J. , Nathan, S. D. , Barnett, S. D. , Ahmad, S. , & Shorr, A. F. (2006). Prevalence and outcomes of pulmonary arterial hypertension in advanced idiopathic pulmonary fibrosis. Chest, 129, 746–752. 10.1378/chest.129.3.746 16537877

[phy214344-bib-0013] Lew, R. A. , & Baertschi, A. J. (1989). Mechanisms of hypoxia‐induced atrial natriuretic factor release from rat hearts. American Journal of Physiology‐Heart and Circulatory Physiology, 257, H147–H156. 10.1152/ajpheart.1989.257.1.H147 2526588

[phy214344-bib-0014] Meyer, P. , Filippatos, G. S. , Ahmed, M. I. , Iskandrian, A. E. , Bittner, V. , Perry, G. J. , … Ahmed, A. (2010). Effects of right ventricular ejection fraction on outcomes in chronic systolic heart failure. Circulation, 121, 252–258. 10.1161/CIRCULATIONAHA.109.887570 20048206PMC2877272

[phy214344-bib-0015] Mi, H. , Muruganujan, A. , Ebert, D. , Huang, X. , & Thomas, P. D. (2019). PANTHER version 14: More genomes, a new PANTHER GO‐slim and improvements in enrichment analysis tools. Nucleic Acids Research, 47, D419–D426.3040759410.1093/nar/gky1038PMC6323939

[phy214344-bib-0016] Mohammed, S. F. , Hussain, I. , AbouEzzeddine, O. F. , Takahama, H. , Kwon, S. H. , Forfia, P. , … Redfield, M. M. (2014). Right ventricular function in heart failure with preserved ejection fraction. Circulation, 130, 2310–2320. 10.1161/CIRCULATIONAHA.113.008461 25391518PMC4276536

[phy214344-bib-0017] Nehra, S. , Bhardwaj, V. , Kar, S. , & Saraswat, D. (2016). Chronic hypobaric hypoxia induces right ventricular hypertrophy and apoptosis in rats: Therapeutic potential of nanocurcumin in improving adaptation. High Altitude Medicine & Biology, 17, 342–352.2762632510.1089/ham.2016.0032

[phy214344-bib-0018] Partovian, C. , Adnot, S. , Eddahibi, S. , Teiger, E. , Levame, M. , Dreyfus, P. , … Frelin, C. (1998). Heart and lung VEGF mRNA expression in rats with monocrotaline‐ or hypoxia‐induced pulmonary hypertension. American Journal of Physiology‐Heart and Circulatory Physiology, 275, H1948–H1956. 10.1152/ajpheart.1998.275.6.H1948 9843792

[phy214344-bib-0019] Potus, F. , Hindmarch, C. , Dunham‐Snary, K. , Stafford, J. , & Archer, S. (2018). Transcriptomic signature of right ventricular failure in experimental pulmonary arterial hypertension: Deep sequencing demonstrates mitochondrial, fibrotic, inflammatory and angiogenic abnormalities. The International Journal of Molecular Sciences, 19, 2730.10.3390/ijms19092730PMC616426330213070

[phy214344-bib-0020] Puwanant, S. , Priester, T. C. , Mookadam, F. , Bruce, C. J. , Redfield, M. M. , & Chandrasekaran, K. (2009). Right ventricular function in patients with preserved and reduced ejection fraction heart failure. European Journal of Echocardiography, 10, 733–737. 10.1093/ejechocard/jep052 19443468

[phy214344-bib-0021] Reddy, S. , Zhao, M. , Hu, D.‐Q. , Fajardo, G. , Katznelson, E. , Punn, R. , … Bernstein, D. (2013). Physiologic and molecular characterization of a murine model of right ventricular volume overload. American Journal of Physiology‐Heart and Circulatory Physiology, 304, H1314–H1327. 10.1152/ajpheart.00776.2012 23504182PMC3652064

[phy214344-bib-0022] Robinson, M. D. , McCarthy, D. J. , & Smyth, G. K. (2010). edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics, 26, 139–140.1991030810.1093/bioinformatics/btp616PMC2796818

[phy214344-bib-0023] Ryan, J. J. , & Archer, S. L. (2014). The right ventricle in pulmonary arterial hypertension: Disorders of metabolism, angiogenesis and adrenergic signaling in right ventricular failure. Circulation Research, 115, 176–188.2495176610.1161/CIRCRESAHA.113.301129PMC4112290

[phy214344-bib-0024] Sharma, S. , Taegtmeyer, H. , Adrogue, J. , Razeghi, P. , Sen, S. , Ngumbela, K. , & Essop, M. F. (2004). Dynamic changes of gene expression in hypoxia‐induced right ventricular hypertrophy. American Journal of Physiology‐Heart and Circulatory Physiology, 286, H1185–H1192. 10.1152/ajpheart.00916.2003 14630626

[phy214344-bib-0025] Soneson, C. , Love, M. I. , & Robinson, M. D. (2015). Differential analyses for RNA‐seq: Transcript‐level estimates improve gene‐level inferences. F1000Research, 4, 1521.2692522710.12688/f1000research.7563.1PMC4712774

[phy214344-bib-0026] Subramanian, A. , Tamayo, P. , Mootha, V. K. , Mukherjee, S. , Ebert, B. L. , Gillette, M. A. , … Mesirov, J. P. (2005). Gene set enrichment analysis: A knowledge‐based approach for interpreting genome‐wide expression profiles. Proceedings of the National Academy of Sciences of the United States of America, 102, 15545–15550.1619951710.1073/pnas.0506580102PMC1239896

[phy214344-bib-0027] Szklarczyk, D. , Franceschini, A. , Wyder, S. , Forslund, K. , Heller, D. , Huerta‐Cepas, J. , … von Mering, C. (2015). STRING v10: Protein–protein interaction networks, integrated over the tree of life. Nucleic Acids Research, 43, D447–D452.2535255310.1093/nar/gku1003PMC4383874

[phy214344-bib-0028] Terzano, C. , Conti, V. , Di Stefano, F. , Petroianni, A. , Ceccarelli, D. , Graziani, E. , … Allegra, L. (2010). Comorbidity, hospitalization, and mortality in COPD: Results from a longitudinal study. Lung, 188, 321–329.2006653910.1007/s00408-009-9222-y

[phy214344-bib-0029] Ton, Q. V. , & Hammes, S. R. (2014). Recent insights on circulating catecholamines in hypertension. Current Hypertension Reports, 16, 498 10.1007/s11906-014-0498-9 25304108

[phy214344-bib-0030] Toth, M. , Vuorinen, K. H. , Vuolteenaho, O. , Hassinen, I. E. , Uusimaa, P. A. , Leppaluoto, J. , & Ruskoaho, H. (1994). Hypoxia stimulates release of ANP and BNP from perfused rat ventricular myocardium. American Journal of Physiology‐Heart and Circulatory Physiology, 266, H1572–H1580. 10.1152/ajpheart.1994.266.4.H1572 8184936

[phy214344-bib-0031] Tzimas, C. , Rau, C. D. , Buergisser, P. E. , Jean‐Louis, G. , Lee, K. , Chukwuneke, J. , … Tsai, E. J. (2019). WIPI1 is a conserved mediator of right ventricular failure. JCI Insight, 4(11), e122929 10.1172/jci.insight.122929 PMC662915131021818

[phy214344-bib-0032] Wu, C. , Orozco, C. , Boyer, J. , Leglise, M. , Goodale, J. , Batalov, S. , … Su, A. I. (2009). BioGPS: An extensible and customizable portal for querying and organizing gene annotation resources. Genome Biology, 10, R130.1991968210.1186/gb-2009-10-11-r130PMC3091323

[phy214344-bib-0033] Wynn, T. A. , & Ramalingam, T. R. (2012). Mechanisms of fibrosis: Therapeutic translation for fibrotic disease. Nature Medicine, 18, 1028–1040.10.1038/nm.2807PMC340591722772564

How the deposited data were processed for this re-analysis (not part of the article)

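RNA sequencing was done on the right and left ventricles of 6 rats, 3 kept at 10% O_2_ for 2 weeks and 3 in room air, which gave 12 libraries. The stranded libraries were made from polyadenylated RNA, and single reads of 50 bp were sequenced. The authors checked the reads with FastQC, assigned them with kallisto 0.43.1 to an Ensembl rat transcriptome (Rnor 6.0) and summed transcripts to genes with tximport. The deposited table holds 23553 entries with a TPM value and an estimated count for each library. The TPM values were made by the authors with kallisto and tximport and sum to the same total in each library. The estimated counts, made by the authors with the same tools, are as deposited the TPM values times a constant for each library, so their totals are nominal depths and not counts of reads per gene. The table has 27 entries with a number in place of a gene symbol, which were left out and held 0.0408% to 0.0621% of a library. No genome sequence was at hand, so no positions are given.

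The comparisons were RV_N_ against LV_N_, RV_H_ against LV_H_, RV_H_ against RV_N_, LV_H_ against LV_N_, and the difference between the effects of hypoxia in the ventricles. Estimated counts were rounded and genes filtered with edgeR's filterByExpr, which left 13756 genes. They were scaled by TMM (factors from 0.853 to 1.206) and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with a mean for each of the 4 groups and 8 residual degrees of freedom. Values of p were adjusted by Benjamini and Hochberg, with a threshold of 0.05. The paper's text names edgeR and this threshold, and names no test, filter or normalization. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Tests, alternatives, gene lists and the rule for named genes were set before the data were examined, when the values in the paper's tables and figures had been seen. The rule took, for each comparison, up to 8 genes with the largest rise and 8 with the largest fall among called genes with a mean log2 CPM of at least 1 and no overlap between the libraries of the groups (10% of genes by chance), every gene the paper's text names, and up to 4 members of each list described with the smallest adjusted p; identifiers without a symbol were left out. Of 810 list genes, 786 matched a symbol as written, 1 matched apart from case and 23 did not match, Itgam among them.

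The 38 lists of cell type markers and pathways were tested with camera of limma 3.58.1 at its preset correlation of 0.01, over 5 comparisons and 190 tests. With a correlation estimated for each list, 0 of the 91 list tests that passed camera still passed. Fry, Fisher's exact test among called genes and a count of members adjusted over the list alone were run beside it. Overlaps of called genes were tested with Fisher's exact test, and numbers of detected genes with a two-sided exact permutation test. Calculations outside R used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

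The alternatives were RLE size factors, library totals without TMM, edgeR's likelihood ratio and exact tests, DESeq2 1.42.0, no low-count filter (18703 genes), a filter of CPM of at least 1 in 3 libraries (12153 genes), the 6 libraries of a comparison alone, and limma on log2(TPM + 1) and log2(TPM + 0.1) with TPM of at least 1 in 3 libraries (12154 genes). Each library was left out in turn, which leaves the spread of its group to be estimated with the others. The rat was used as a block with 4 residual degrees of freedom in comparisons of the ventricles. The pairing was checked by correlating, across genes, the residuals of each RV library with those of the LV libraries: r was 0.173, 0.089 and 0.213 with the same rat for the hypoxic rats 1, 2 and 4, and 0.037, 0.14 and 0.159 for the normoxic rats 1, 2 and 3, against at most 0.042 with any other rat of the same exposure. Between exposures the numbers name different rats (r from -0.059 to 0.01), so a block by number is given only among the alternatives.

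On simulated data of the same size with 200 changed genes, the test recovered 51, 56, 50 and 59 of 66 genes changed 4-fold and 11, 15, 8 and 9 of 67 changed 1.5-fold in the 4 comparisons of groups in the order given, with 2, 5, 2 and 2 unchanged genes called. Counts were drawn for each gene independently around a mean common to all groups, without correlation between genes and without a library apart from its group. The copy of the paper's tables at hand holds 1997 of 11846 genes of each, so its values were used only for the 141 named values in it, and no overlap with its calls was computed. The immunoblots, flow cytometry and measurements of the heart have no deposited values and were not analysed here.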

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

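The tests of scaling, of exchanged labels, of atrial tissue, of cell shares, of blood and of hemoglobin were chosen only after the result was seen, and the other splits of the libraries were planned.

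Macrophage and monocyte markers stood higher in RV_N_ than in LV_N_, relative to other genes, as did fibroblast markers, T and NK cell markers, B cell markers and epicardial and mesothelial markers, none of them past the threshold with an estimated correlation, and the B cell and epicardial lists not without some single libraries. A lower share of cardiac myocytes, with the other cells in unchanged proportions, would raise endothelial markers alike. The median log2 fold change of endothelial markers was -0.17, with an upper quartile of -0.03 below the lower quartile of 0.58 of the macrophage markers. Blood left in the tissue would raise hemoglobin RNA, whose log2 ratio of RV to LV in the same rat was -0.15 (SD 0.16, n = 3). These values argue against blood as the whole of the pattern, and against a lower share of myocytes with the other cells in unchanged proportions. They cannot exclude a lower share of myocytes together with a change among the other cells. Cardiac myocyte markers had a mean deviation (log2) of 0.09, 0.02 and -0.03 in the RV_N_ libraries and 0.11, 0.29 and 0.09 in the LV_N_ libraries. With library totals in place of TMM the macrophage list still passed (camera, adjusted p = 1.38e-09, with adjusted p from 1.76e-17 to 1 over all alternatives). Scaling moves list members and other genes nearly alike, so this test cannot decide on scaling as an explanation. More epicardial tissue in the RV samples was not tested and stays open, as does a higher number or a different state of macrophages or other cells in the right ventricle, and the macrophage list did not pass with an estimated correlation.

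LV_H_ replicate 1 stood apart from the other LV_H_ libraries, with Myl7, an atrial myosin light chain outside the genes the paper discusses, at a TPM of 164.63 against at most 9.27 in the other LV libraries. Exchanged labels with RV_H_ replicate 4 are argued against by Irx1 and Irx2, at 0.0875 and 0.219 CPM there and 1.15 and 0.997 in LV_H_ replicate 1, each on the side of its own label, while Tbx3, which makes this 3 of 3 genes, is itself on the list of atrial and conduction markers, overlaps between the hypoxic groups (RV_H_ up to 2.35, LV_H_ from 2.22) and is not independent evidence. Atrial tissue in the sample may account for part of it, since Myl7 stood at most at 26.06 in all other libraries, Myl4 at 272.99 against at most 33.24 and Mybphl at 5.11 against at most 0.54, while Sln (86.85) was as high as 207.43 in RV_N_. Of 6 further members of the list of atrial and conduction markers, 4 were highest there among the LV libraries (binomial exact test, which takes the genes as independent, p = 0.0087), but Nr2f2 (5.26) and Dkk3 (33.87) reached 8.36 and 44.96 in RV_H_ libraries, which this library resembles, and Gja5 and Tbx3 exceeded the next library by little (4.52 against 4.27 and 3.84 against 3.67). Nppa was lowest there of the LV_H_ libraries (TPM 1780.86), and the paper states that atria were removed, so this explanation stays open; why the library groups with RV_H_ replicates 1 and 2 is open too, and no biological explanation was tested.

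Hemoglobin RNA was higher in hypoxia, with TPM from 7231.8 to 30504.9 against 3659.1 to 5839.9 in normoxia. More blood of unchanged composition would leave the ratio of Ahsp, a hemoglobin chaperone of young red cells, to hemoglobin as it was. In 6 of 6 hypoxic libraries the ratio per 1000 of hemoglobin lay above 0.194, the normoxic mean plus 2 SD (0.334 to 0.922 against 0.116 to 0.177). This argues against that explanation alone, and more young red cells in hypoxia may be a biological one, which was not tested further.

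By the camera test of the difference, the effect of hypoxia differed between the ventricles for 12 lists (the median difference of log2 fold changes comes first). Of the 10 splits of the 6 rats, the real one included, 6 gave at least as many lists, and the highest other gave 16. The number of lists is therefore no evidence of a difference between the ventricles. The estimated effect of hypoxia was larger or more positive in the right ventricle for cell cycle genes (1.49, positive in 58 of 59 genes, adjusted p = 2.84e-33, and adjusted p = 0.598 with an estimated correlation), interferon response genes (0.33, positive in 19 of 22 genes, adjusted p = 0.000169, and adjusted p = 0.922 with an estimated correlation, with a fall in the left ventricle by camera that did not pass without LV_N_ replicate 2, adjusted p = 0.102), mast cell markers (0.61, positive in 6 of 7 genes, adjusted p = 0.0377, and adjusted p = 0.885 with an estimated correlation) and matrix and fibrosis genes (0.26, positive in 32 of 43 genes, adjusted p = 0.0306, and adjusted p = 0.922 with an estimated correlation). It was smaller or more negative in the right for fatty acid oxidation (-0.35, positive in 2 of 38 genes, adjusted p = 1.07e-08, and adjusted p = 0.885 with an estimated correlation), amino acid catabolism (-0.28, positive in 3 of 22 genes, adjusted p = 0.000727, and adjusted p = 0.922 with an estimated correlation), nuclear genes of oxidative phosphorylation (-0.11, positive in 13 of 60 genes, adjusted p = 0.0456, and adjusted p = 0.922 with an estimated correlation) and cardiac myocyte markers (-0.25, positive in 1 of 17 genes, adjusted p = 0.00379, and adjusted p = 0.922 with an estimated correlation). The same held for T and NK cell markers (-0.56, positive in 2 of 15 genes, adjusted p = 0.003, and adjusted p = 0.885 with an estimated correlation), ion channels (-0.29, positive in 5 of 30 genes, adjusted p = 0.0294, and adjusted p = 0.922 with an estimated correlation), heat shock genes (-0.12, positive in 4 of 18 genes, adjusted p = 0.000727, and adjusted p = 0.885 with an estimated correlation) and immediate early genes (-0.51, positive in 0 of 20 genes, adjusted p = 0.000449, and adjusted p = 0.885 with an estimated correlation). With 1 library left out, these tests no longer passed for mast cell markers without RV_N_ replicate 2 or LV_N_ replicate 2 or 3 or RV_H_ replicate 2 or LV_H_ replicate 1 or 2 (adjusted p from 0.0608 to 0.162), cardiac myocyte markers without LV_H_ replicate 2 (adjusted p = 0.139) and matrix genes without RV_N_ replicate 3 or LV_N_ replicate 1 or RV_H_ replicate 1 or 2 or LV_H_ replicate 2 or 4 (adjusted p from 0.124 to 0.683). Nor did they for oxidative phosphorylation without RV_N_ replicate 1 or 2 or LV_N_ replicate 1 or 3 or RV_H_ replicate 1 or 2 or LV_H_ replicate 2 or 4 (adjusted p from 0.0559 to 0.824), ion channels without RV_N_ replicate 1 or LV_N_ replicate 1 or RV_H_ replicate 1 or 2 or LV_H_ replicate 4 (adjusted p from 0.0668 to 0.36) and heat shock genes without LV_H_ replicate 2 (adjusted p = 0.147), and for oxidative phosphorylation the direction turned without LV_H_ replicate 2 (adjusted p = 0.824) and the test did not pass with the rat as a block (0.105, with adjusted p from 2.1e-07 to 1 over all alternatives).

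Some lists outside the genes the paper discusses moved with hypoxia. The 11 erythroid genes passed in the left ventricle (median 1.79, camera, adjusted p = 7.49e-05, and adjusted p = 0.486 with an estimated correlation) and not in the right (median 1.21, camera, adjusted p = 0.0876, and adjusted p = 0.669 with an estimated correlation). Their mean deviation (log2) was -0.08, 1.4 and 0.65 in LV_H_ replicates 1, 2 and 4, and -0.17, 0.26 and 0.3 in the RV_H_ libraries. The 4 neutrophil markers measured, of 13 listed, passed in the right ventricle (median 1.34, camera, adjusted p = 0.00794, and adjusted p = 0.482 with an estimated correlation) and in the left (median 1.38, camera, adjusted p = 0.0022, and adjusted p = 0.462 with an estimated correlation). The 18 heat shock and protein folding genes passed in the left ventricle (median 0.51, camera, adjusted p = 1.43e-07, and adjusted p = 0.246 with an estimated correlation). The 30 ion channel and calcium handling genes passed in the right ventricle (median -0.62, camera, adjusted p = 1.3e-07, and adjusted p = 0.482 with an estimated correlation) and in the left (median -0.35, camera, adjusted p = 1.1e-06, and adjusted p = 0.539 with an estimated correlation). In RV_H_ replicates 1, 2 and 4 their mean deviation was -0.37, -0.48 and -0.1, and that of cardiac myocyte markers -0.45, -0.46 and -0.06. In the RV_N_ libraries it was 0.34, 0.16 and 0.2 for ion channel genes and 0.09, 0.02 and -0.03 for myocyte markers. The 40 ribosomal protein genes passed in the right ventricle (median 0.15, camera, adjusted p = 0.000283, and adjusted p = 0.669 with an estimated correlation) and in the left (median 0.12, camera, adjusted p = 0.00312, and adjusted p = 0.731 with an estimated correlation), but in the left not without LV_N_ replicate 3 or LV_H_ replicate 2 (adjusted p from 0.0604 to 0.332).

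Each comparison of 3 libraries against 3 allows 10 splits, too few for a share under 0.05. For called genes, the number of splits with as many as the real one, the real one included, was 1 for RV_N_ against LV_N_ (3 genes, highest other 1), 2 for RV_H_ against LV_H_ (62, highest other 517), 1 for RV_H_ against RV_N_ (2067, highest other 0), 1 for LV_H_ against LV_N_ (188, highest other 1), 10 for the difference (0 by edgeR's quasi-likelihood test, highest other 0, while 541 and 505 genes passed at an unadjusted p under 0.05 and DESeq2 called 12 and 5) and 1 for genes changed in both ventricles (138, highest other 0). The split with 517 genes set RV_H_ replicates 1 and 2 with LV_H_ replicate 1 and points to a structure of the samples, while the 3 other splits that part all 3 pairs called 0 genes by edgeR's quasi-likelihood test. For called lists the number was 2 for RV_N_ against LV_N_ (19, highest other 21), 1 for RV_H_ against LV_H_ (24, highest other 18), 4 for RV_H_ against RV_N_ (16, highest other 23), 1 for LV_H_ against LV_N_ (20, highest other 17) and 6 for the difference (12, highest other 16). In normoxia the split with 21 lists parts all 3 pairs, as the real one does, and the other 2 that do gave 4 and 5.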

How the results depend on the processing

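Leaving out both ventricles of a rat, the block by rat with LV_H_ replicate 2 left out, the shared counts with library totals and with limma, and for named genes RLE, the likelihood ratio and exact tests, the other filters, 6 libraries alone and log2(TPM + 0.1) were tests chosen only after the result was seen. Numbers of genes are given as higher and lower, where either moved by more than 1.5 times, and the cause was not tested except where fewer libraries are the setting. With RLE size factors they were 1 and 1 for RV_N_ against LV_N_ and 1 and 0 for RV against LV in both exposures. Library totals without TMM gave 4 and 2 for RV_N_ against LV_N_, 5 and 9 for RV_H_ against LV_H_, 864 and 429 for RV_H_ against RV_N_, 174 and 28 for LV_H_ against LV_N_, 87 and 20 for hypoxia in both ventricles and 1 and 1 for RV against LV in both exposures. The likelihood ratio test gave 59 and 33 for RV_N_ against LV_N_, 271 and 229 for RV_H_ against LV_H_, 279 and 259 for LV_H_ against LV_N_, 19 and 9 for the difference, 160 and 189 for hypoxia in both ventricles and 18 and 11 for RV against LV in both exposures. Without a low-count filter they were 1 and 1 for RV_N_ against LV_N_, 13 and 21 for RV_H_ against LV_H_, 70 and 52 for LV_H_ against LV_N_, 49 and 40 for hypoxia in both ventricles and 1 and 0 for RV against LV in both exposures. DESeq2 gave 34 and 44 for RV_N_ against LV_N_, 235 and 280 for RV_H_ against LV_H_, 314 and 251 for LV_H_ against LV_N_, 12 and 5 for the difference, 183 and 194 for hypoxia in both ventricles and 14 and 15 for RV against LV in both exposures. The exact test gave 150 and 89 for RV_N_ against LV_N_, 162 and 122 for RV_H_ against LV_H_, 222 and 213 for LV_H_ against LV_N_, 140 and 150 for hypoxia in both ventricles and 26 and 18 for RV against LV in both exposures. The 6 libraries of a comparison alone gave 0 and 1 for RV_N_ against LV_N_, 0 and 0 for RV_H_ against LV_H_ (1008 and 767 at an unadjusted p under 0.05), 14 and 11 for LV_H_ against LV_N_, 9 and 6 for hypoxia in both ventricles and 0 and 0 for RV against LV in both exposures. The block by rat gave 0 and 2 for RV_N_ against LV_N_, 102 and 155 for RV_H_ against LV_H_ and 0 and 1 for RV against LV in both exposures. Limma on log2(TPM + 0.1) gave 4 and 2 for RV_N_ against LV_N_, 3 and 9 for RV_H_ against LV_H_, 775 and 414 for RV_H_ against RV_N_, 199 and 34 for LV_H_ against LV_N_, 101 and 25 for hypoxia in both ventricles and 0 and 1 for RV against LV in both exposures. Without normoxic rat 1 they were 0 and 0 for RV_N_ against LV_N_ (535 and 350 at an unadjusted p under 0.05), 144 and 136 for RV_H_ against RV_N_, 10 and 4 for LV_H_ against LV_N_, 8 and 3 for hypoxia in both ventricles and 0 and 0 for RV against LV in both exposures. Without normoxic rat 2 they were 1 and 0 for RV_N_ against LV_N_, 580 and 557 for RV_H_ against RV_N_, 23 and 16 for LV_H_ against LV_N_, 0 and 1 for the difference, 14 and 11 for hypoxia in both ventricles and 0 and 0 for RV against LV in both exposures. Without normoxic rat 3 they were 0 and 0 for RV_N_ against LV_N_ (377 and 377 at an unadjusted p under 0.05), 322 and 373 for RV_H_ against RV_N_, 8 and 4 for LV_H_ against LV_N_, 8 and 4 for hypoxia in both ventricles and 0 and 0 for RV against LV in both exposures. Limma on log2(TPM + 1) gave 3 and 2 for RV_N_ against LV_N_, 46 and 22 for RV_H_ against LV_H_, 825 and 427 for RV_H_ against RV_N_, 194 and 35 for LV_H_ against LV_N_, 106 and 26 for hypoxia in both ventricles and 1 and 1 for RV against LV in both exposures. Without hypoxic rat 1 they were 85 and 46 for RV_H_ against LV_H_, 558 and 360 for RV_H_ against RV_N_, 68 and 24 for LV_H_ against LV_N_, 39 and 13 for hypoxia in both ventricles and 0 and 0 for RV against LV in both exposures. Without hypoxic rat 2 they were 0 and 0 for RV_H_ against LV_H_ (579 and 727 at an unadjusted p under 0.05), 410 and 403 for RV_H_ against RV_N_, 54 and 28 for LV_H_ against LV_N_, 33 and 20 for hypoxia in both ventricles and 0 and 0 for RV against LV in both exposures. Without hypoxic rat 4 they were 0 and 0 for RV_H_ against LV_H_ (937 and 1097 at an unadjusted p under 0.05), 141 and 178 for LV_H_ against LV_N_, 104 and 160 for hypoxia in both ventricles and 0 and 0 for RV against LV in both exposures. The block by rat with LV_H_ replicate 2 left out gave 0 and 0 for RV_H_ against LV_H_ (959 and 1124 at an unadjusted p under 0.05). The block by number gave 1299 and 1586 for RV_H_ against RV_N_, 261 and 395 for LV_H_ against LV_N_ and 204 and 365 for hypoxia in both ventricles. The CPM filter moved none of these counts by more than 1.5 times. With 1 library left out they ranged over 0 to 1 and 0 to 1 for RV_N_ against LV_N_, 0 to 341 and 0 to 253 for RV_H_ against LV_H_, 320 to 1153 and 292 to 1335 for RV_H_ against RV_N_, 17 to 93 and 14 to 70 for LV_H_ against LV_N_, 0 to 11 and 0 to 2 for the difference, 13 to 65 and 13 to 77 for hypoxia in both ventricles and 0 to 2 and 0 to 0 for RV against LV in both exposures.

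With an estimated correlation, adjusted p was in RV_N_ against LV_N_ 0.223 for macrophage markers, 0.0656 for pan-leukocyte genes, 0.181 for MHC class II, 0.45 for complement, 0.601 for matrix genes, in RV_H_ against LV_H_ 0.249 for macrophage markers, 0.249 for cell cycle, in RV_H_ against RV_N_ 0.658 for collagens, 0.636 for matrix genes, 0.482 for cell cycle, 0.482 for fatty acid oxidation and in LV_H_ against LV_N_ 0.657 for collagens, 0.541 for matrix genes, with numbers of lists past the threshold of 0 for RV_N_ against LV_N_, 0 for RV_H_ against LV_H_, 0 for RV_H_ against RV_N_, 0 for LV_H_ against LV_N_ and 0 for the difference. By fry, which does not compare a list with other genes, it was in RV_N_ against LV_N_ 0.088 for macrophage markers, 0.281 for complement, 0.518 for matrix genes, in RV_H_ against RV_N_ 0.129 for collagens, 0.0842 for matrix genes and in LV_H_ against LV_N_ 0.387 for collagens, 0.218 for matrix genes. Lists past the threshold then numbered 2 for RV_N_ against LV_N_, 8 for RV_H_ against LV_H_, 10 for RV_H_ against RV_N_, 4 for LV_H_ against LV_N_ and 0 for the difference. Fisher's exact test among called genes gave in RV_N_ against LV_N_ 1 for macrophage markers, 0.0996 for pan-leukocyte genes, 1 for MHC class II, 1 for complement, 1 for matrix genes, in RV_H_ against LV_H_ 0.0595 for cell cycle, in RV_H_ against RV_N_ 0.424 for collagens and in LV_H_ against LV_N_ 1 for collagens, 1 for matrix genes, with numbers of lists past the threshold of 2 for RV_N_ against LV_N_, 4 for RV_H_ against LV_H_, 2 for LV_H_ against LV_N_ and 0 for the difference. Of the 190 list tests 91 passed, of which an estimated correlation lost 91, fry 69, Fisher's test 73 and library totals 8, while the block by rat, run for 114 tests, lost 2 and gained 4. With 1 library left out, 28 list tests lost the threshold at least once, and 5.67e-06 to 0.27 was the range for collagens in the left ventricle. Among list tests that passed before or after the change of setting, directions turned for the following. For LV_H_ against LV_N_, cell cycle genes ranged from adjusted p = 7.62e-06 to 0.507 and nuclear genes of oxidative phosphorylation from 4.94e-07 to 0.26 with 1 library left out, both turning without LV_H_ replicate 1, and the latter also with library totals (0.764). The difference for oxidative phosphorylation ranged from 2.1e-07 to 0.824, turning without LV_H_ replicate 2. Among named genes, passing or not, the log2 fold change of Itgax in RV_H_ against LV_H_ ranged from -0.56 to 0.14 (without LV_H_ replicate 2) and that of Map4 in RV_H_ against RV_N_ from -0.10 to 0.04 (without RV_N_ replicate 1), and Map4 was 0.09 with library totals and with both forms of limma. Of 162 named gene values 101 passed, and 67 of these lost the threshold without at least 1 library. Library totals lost 18 and gained 4, DESeq2 lost 0 and gained 24, and the block by rat, run for 67, lost 4 and gained 2. Since the totals are nominal, depth was not varied, and in simulated data of these sizes 4-fold changes were recovered more often than 1.5-fold changes in each comparison.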

Differences from the paper's values

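The likelihood ratio, exact and RLE settings, the 6 libraries alone and log2(TPM + 0.1) were, for single genes, tests chosen only after the result was seen. The paper states a false discovery rate under 0.05 for its counts, the threshold used here, and no test or filter. The alternatives named for counts are those set before the data were examined. For genes higher in RV_N_ against LV_N_, the paper's value is 138 and the value here 2. The paper's value was met within 1.5 times by the exact test (150), and not by the others (0 to 59). For genes lower in RV_N_ against LV_N_, the paper's value is 70 and the value here 1. Alternatives within 1.5 times were the exact test (89), and the others (0 to 44) were not. For genes higher in RV_H_ against LV_H_, the paper's value is 203 and the value here 24. Within 1.5 times of the paper's fell the likelihood ratio test (271), DESeq2 (235) and the exact test (162), and the others did not (0 to 341). For genes lower in RV_H_ against LV_H_, the paper's value is 115 and the value here 38. The paper's value was met within 1.5 times by the exact test (122), the block by rat (155) and omission of RV_H_ replicate 4 (131), and not by the others (0 to 280). For genes higher in LV_H_ against LV_N_, the paper's value is 222 and the value here 96. Alternatives within 1.5 times were library totals (174), the likelihood ratio test (279), DESeq2 (314), the exact test (222), the block by number (261), limma on log2(TPM + 1) (194) and limma on log2(TPM + 0.1) (199), and the others (14 to 111) were not. For genes lower in LV_H_ against LV_N_, the paper's value is 160 and the value here 92. Within 1.5 times of the paper's fell the CPM filter (112) and the exact test (213), and the others did not (11 to 395). Without hypoxic rat 4, chosen after seeing the values, it was 178, and how many of the paper's called genes this drops cannot be counted from the copy of its tables at hand. For genes lower with hypoxia in both ventricles, the paper's value is 49 and the value here 76. Alternatives within 1.5 times were RLE size factors (61), no low-count filter (40), omission of RV_N_ replicate 1 (58), omission of RV_N_ replicate 2 (72), omission of RV_N_ replicate 3 (61), omission of LV_N_ replicate 2 (33), omission of RV_H_ replicate 1 (59), omission of RV_H_ replicate 2 (58) and omission of LV_H_ replicate 4 (58), and the others (6 to 365) were not.

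The paper states that NPPA and NPPB were higher in the right ventricle than in the left in normoxia, while here both were lower in RV_N_ in every library, and the log2 fold changes in the paper's Table S1 are -4.18 and -3.04. It states that ANGPT1 increased, while here Angpt1 fell by 2.00 on the log2 scale in RV_H_, with -1.98 in its Table S3. It states that IGF1 increased and ADH7 did not change, and here Igf1 rose and Adh7 did not pass. In Table S3 the paper's adjusted p for Ctgf in RV_H_ against RV_N_ is 0.0211 and the value here 0.0879, with adjusted p from 0.0288 to 0.274 over all alternatives. Ctgf passed there with DESeq2 (0.0288), the block by number (0.0353), omission of RV_N_ replicate 3 (0.0343) and omission of RV_H_ replicate 4 (0.0345) and, chosen after seeing the values, with the likelihood ratio test (0.0438). In the same table the paper's adjusted p for Tgfb2 in RV_H_ against RV_N_ is 0.00235 and the value here 0.0634, with adjusted p from 0.0179 to 0.256 over all alternatives. Tgfb2 passed there with DESeq2 (0.0242), the block by number (0.0335) and omission of RV_H_ replicate 4 (0.0243) and, chosen after seeing the values, with the likelihood ratio test (0.0231) and the exact test (0.0179). There, the paper's adjusted p for Cd14 in RV_H_ against RV_N_ is 0.00198 and the value here 0.0686, with adjusted p from 0.00256 to 0.222 over all alternatives. Cd14 passed there with DESeq2 (0.0468), the block by number (0.006) and omission of RV_H_ replicate 4 (0.0483) and, chosen after seeing the values, with the likelihood ratio test (0.0378), the exact test (0.00256) and 6 libraries alone (0.0341). There, the paper's adjusted p for Cd33 in RV_H_ against RV_N_ is 0.0211 and the value here 0.203, with adjusted p from 0.0153 to 0.425 over all alternatives. Cd33 passed there only with the exact test (0.0153) and 6 libraries alone (0.0477), chosen after seeing the values. In Table S1 the paper's adjusted p for Nppb in RV_N_ against LV_N_ is 2.2e-15 and the value here 0.0944, with adjusted p from 3.53e-08 to 0.351 over all alternatives. Nppb passed there with library totals (0.0404), DESeq2 (4.01e-07) and limma on log2(TPM + 1) (0.0105) and, chosen after seeing the values, with the likelihood ratio test (8.72e-08), the exact test (3.53e-08) and limma on log2(TPM + 0.1) (0.00596). In Table S1 the paper's adjusted p for Cd33 in RV_N_ against LV_N_ is 0.00627 and the value here 0.392, with adjusted p from 0.0497 to 0.784 over all alternatives. Cd33 passed there only with the exact test (0.0497), chosen after seeing the values. In Table S2 the paper's adjusted p for Cd33 in RV_H_ against LV_H_ is 0.0212 and the value here 0.14, with adjusted p from 0.033 to 0.404 over all alternatives. Cd33 passed there with omission of LV_H_ replicate 1 (0.033) and, chosen after seeing the values, with the likelihood ratio test (0.0449). In Table S2 the paper's adjusted p for Nppa in RV_H_ against LV_H_ is 0.0394 and the value here 0.188, with adjusted p from 0.0782 to 0.465 over all alternatives. Nppa passed there with none of the alternatives. In Table S4 the paper's adjusted p for Nppb in LV_H_ against LV_N_ is 0.000216 and the value here 0.179, with adjusted p from 0.0049 to 0.372 over all alternatives. Nppb passed there only with the exact test (0.0049), chosen after seeing the values. In Table S4 the paper's adjusted p for Tgfb2 in LV_H_ against LV_N_ is 0.0307 and the value here 0.206, with adjusted p from 0.0905 to 0.431 over all alternatives. Tgfb2 passed there with none of the alternatives. The paper states that WIPI1 was not altered, and DESeq2 alone of the tools called it here (adjusted p = 0.0435, against 0.0435 to 0.204 over all alternatives).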

Other observations

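For Irx1, Irx2 and S100a9, the likelihood ratio and exact tests, and for S100a9 limma on log2(TPM + 0.1), were chosen only after the result was seen. Values are log2 fold changes ± standard error. Of 18 heat shock and protein folding genes, 5 rose and 0 fell in the hypoxic left ventricle, and 10 rose when adjusted over the list alone, by edgeR's quasi-likelihood test (camera, adjusted p = 1.43e-07, and adjusted p = 0.246 with an estimated correlation). The chaperone genes Hspa1l (1.45 ± 0.19, adjusted p = 0.00818) and Hspa1b (2.07 ± 0.39, adjusted p = 0.0325), the cochaperone Dnajb5 (0.97 ± 0.16, adjusted p = 0.0177) and Hsp90aa1 (0.95 ± 0.19, adjusted p = 0.039) were among them. Called members were 6 without LV_H_ replicate 4, 1 without LV_N_ replicate 1 or 3 or LV_H_ replicate 2, and 2 without LV_N_ replicate 2 or LV_H_ replicate 1, and single calls were lost, that of Hspa1b without LV_N_ replicate 1 or 3 or LV_H_ replicate 1 or 2 (adjusted p from 0.0693 to 0.112), that of Dnajb5 without LV_N_ replicate 1, 2 or 3 or LV_H_ replicate 2 (adjusted p from 0.0548 to 0.0836) and that of Hsp90aa1 without LV_N_ replicate 1, 2 or 3 or LV_H_ replicate 1 or 2 (adjusted p from 0.0704 to 0.122).

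Of 30 genes of cardiac ion channels and calcium handling, 13 fell and 1 rose in the hypoxic right ventricle, and 15 fell and 1 rose when adjusted over the list alone (camera, adjusted p = 1.3e-07, and adjusted p = 0.482 with an estimated correlation). The potassium channel gene Kcnk2 (-2.03 ± 0.32, adjusted p = 0.0052) was among those that fell. In the left ventricle 1 fell, and 8 when adjusted over the list alone. Called falling members in the right were 7 without RV_N_ replicate 1 or RV_H_ replicate 1 or 2 and 8 without RV_N_ replicate 3, and in the left 0 without LV_N_ replicate 1 or 3 or LV_H_ replicate 1 or 2 and 2 without LV_H_ replicate 4. In RV_H_ replicates 1, 2 and 4 the mean deviation (log2) of ion channel genes was -0.37, -0.48 and -0.1. Cardiac myocyte markers stood at -0.45, -0.46 and -0.06 in the same libraries. In the RV_N_ libraries ion channel genes stood at 0.34, 0.16 and 0.2 and myocyte markers at 0.09, 0.02 and -0.03. The granule protein genes S100a9 (1.94 ± 0.37, adjusted p = 0.00966) and S100a8 (1.57 ± 0.46, adjusted p = 0.0441) of neutrophils rose in the right ventricle, and in the left S100a9 had a log2 fold change of 1.59 (standard error 0.39, adjusted p = 0.0715) by the quasi-likelihood test, while other tools called S100a9 by library totals, the likelihood ratio test, DESeq2, the exact test, limma on log2(TPM + 1) and limma on log2(TPM + 0.1) (adjusted p from 0.00232 to 0.214 over all alternatives). The right ventricular call of S100a8 was lost without RV_N_ replicate 1 or 3 or RV_H_ replicate 1, 2 or 4 (adjusted p from 0.079 to 0.152). Hemoglobin RNA was higher in the same hypoxic libraries, with TPM from 7231.8 to 11484.8 in RV_H_ against 3677.8 to 4689.7 in RV_N_. In the left ventricle it was 7479.2 to 30504.9 in LV_H_ against 3659.1 to 5839.9 in LV_N_.

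Of 16 transcription factors that pattern the chambers, 6 had a positive log2 fold change in RV_N_ against LV_N_ (median -0.14, camera, adjusted p = 0.0267, and adjusted p = 0.208 with an estimated correlation) and 5 in RV_H_ against LV_H_ (median -0.28, camera, adjusted p = 0.0346, and adjusted p = 0.249 with an estimated correlation). By edgeR's quasi-likelihood test 0 were called in normoxia (3 lower when adjusted over the list alone) and 1 was lower in hypoxia (2 when adjusted over the list alone). The normoxic list test did not pass without LV_N_ replicate 2 (adjusted p = 0.105) and the hypoxic one without RV_H_ replicate 4 or LV_H_ replicate 1 (adjusted p from 0.131 to 0.257), with adjusted p from 0.000394 to 1 and from 0.00256 to 0.411 over all alternatives. In normoxia Irx1 had a log2 fold change of -3.37 (standard error 0.63, adjusted p = 0.162), Irx2 a log2 fold change of -3.29 (standard error 0.76, adjusted p = 0.245) and Tbx3 a log2 fold change of -1.04 (standard error 0.28, adjusted p = 0.286), and other tools called Irx1 by the likelihood ratio test, DESeq2 and the exact test (adjusted p from 0.001 to 0.525 over all alternatives) and Irx2 by the likelihood ratio test, DESeq2 and the exact test (adjusted p from 0.0112 to 0.658 over all alternatives). In hypoxia Irx1 (-4.15 ± 0.71, adjusted p = 0.0442) was lower and Irx2 (-3.73 ± 0.81, adjusted p = 0.071) did not pass. Irx2 passed with DESeq2 (0.00142), with the rat as a block (0.0493), without LV_H_ replicate 1 (0.0332) and with the likelihood ratio (0.00153) and exact tests (9.68e-06), with adjusted p from 9.68e-06 to 0.256 over all alternatives. The hypoxic Irx1 call was lost without RV_H_ replicate 1 or 2 or LV_H_ replicate 2 or 4 (adjusted p from 0.0951 to 0.205). Ptprc, which encodes CD45, had a log2 fold change of 0.47 (standard error 0.15, adjusted p = 0.402) in RV_N_ against LV_N_ and a log2 fold change of 0.32 (standard error 0.15, adjusted p = 0.316) in RV_H_ against LV_H_, and Itgax, which encodes CD11c, a log2 fold change of 0.29 (standard error 0.37, adjusted p = 0.865) and a log2 fold change of -0.24 (standard error 0.39, adjusted p = 0.812).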
